# Unique genetic responses revealed in RNA-seq of the spleen of chickens stimulated with lipopolysaccharide and short-term heat

**DOI:** 10.1371/journal.pone.0171414

**Published:** 2017-02-06

**Authors:** Angelica Van Goor, Chris M. Ashwell, Michael E. Persia, Max F. Rothschild, Carl J. Schmidt, Susan J. Lamont

## Abstract

Climate change and disease have large negative impacts on poultry production, but little is known about the interactions of responses to these stressors in chickens. Fayoumi (heat and disease resistant) and broiler (heat and disease susceptible) chicken lines were stimulated at 22 days of age, using a 2x2x2 factorial design including: breed (Fayoumi or broiler), inflammatory stimulus (lipopolysaccharide (LPS) or saline), and temperature (35°C or 25°C). Transcriptional changes in spleens were analyzed using RNA-sequencing on the Illumina HiSeq 2500. Thirty-two individual cDNA libraries were sequenced (four per treatment) and an average of 22 million reads were generated per library. Stimulation with LPS induced more differentially expressed genes (DEG, log_2_ fold change ≥ 2 and FDR ≤ 0.05) in the broiler (N = 283) than the Fayoumi (N = 85), whereas heat treatment resulted in fewer DEG in broiler (N = 22) compared to Fayoumi (N = 107). The double stimulus of LPS+heat induced the largest numbers of changes in gene expression, for which broiler had 567 DEG and Fayoumi had 1471 DEG of which 399 were shared between breeds. Further analysis of DEG revealed pathways impacted by these stressors such as Remodelling of Epithelial Adherens Junctions due to heat stress, Granulocyte Adhesion and Diapedesis due to LPS, and Hepatic Fibrosis/Hepatic Stellate Cell Activation due to LPS+heat. The genes and pathways identified provide deeper understanding of the response to the applied stressors and may serve as biomarkers for genetic selection for heat and disease tolerant chickens.

## Introduction

Climate change will increase the degree and frequency of severe weather patterns, and the global average temperature is expected to become increasingly warmer [1], which will have large negative impacts on poultry production [2]. Heat stress generally decreases immunocompetence in chickens, characterized by decreased relative weights of immune tissues [3, 4, 5], decreased antibody production [6, 7], increased incidence of bacterial colonization of the spleen [8], higher susceptibility to infections [9], and decreased macrophage activity [3]. St-Pierre estimated $58 million dollars in production losses annually in poultry due to heat stress in the U.S. alone [2], and disease is estimated to cause 20% of production losses in the poultry industry [10], and is a concern for animal welfare and human health.

Several studies have identified decreases in adaptive immunity in chickens during heat stress conditions. A 5-week period of heat stress in layers decreased total white blood cell count, antibody production, and lymphocytes activity [6]. Examination of the intestinal histology in laying hens during heat stress identified an increase in the number of intraepithelial lymphocytes [11]. Broilers that are heat stressed have lower weights of immune organs including the bursa of Fabricius, thymus, and spleen [3, 4, 5]. Lower relative weight in lymphoid organs may indicate immunosuppression [12], and has been associated with decreased immune response to Newcastle Disease in chickens [13]. Total circulating antibody is decreased in broilers under heat stress [5]. When broiler chicken lines selected for high and low antibody titre to SRBC were subjected to heat stress, the highly responsive line had decreased antibody production to SRBC under heat stress conditions compared to thermoneutral conditions [7]. In addition to adaptive immune cell reaction to heat stress, broilers have increased susceptibility to mild enteritis characterized by increased concentrations of white blood cells in lamina propria of the jejunum [8]. On the contrary to immunosuppressive effect, short bouts (1–2 hours) of heat stress have been shown to increase antibody production to SRBC in broilers [14]. Macrophages have lower basal and bacterial induced oxidative burst activity during heat stress [3]. Broilers heat stressed and challenged with *Salmonella enterica* serovar Enteritidis have increased bacterial invasion of the spleen, and the authors speculate this may be due to gut barrier dysfunction during heat stress (8). Broilers under heat stress conditions increase intestinal permeability [8, 3, 15], and layers have altered gut morphology of microvilli [11]. In humans, increase intestinal permeability causes a rapid increase in bacteria within the blood, which can lead to endotoxic shock, sepsis, and death largely due to a pro-inflammatory cytokine storm [16]. The major contributing factor to the cytokine storm caused by disruption of the gut barrier is thought to be lipopolysaccharide (LPS) [17]. LPS is an essential component of gram negative bacteria and a major contributor to the fatality of heat stroke in humans [18]. The double stimulation of LPS and heat stress could increase body temperatures beyond the thermal comfort zone, resulting in increased mortality. However, the type of stressor and the time of exposure determines the immune response [19].

Chicken breeds with distinct genetic background, such as Fayoumi and broiler, may represent different levels of adaptation to pathogenic and environmental stressors, and serve as an excellent discovery platform to investigate genetic differences in the stress response. The broiler breed was commercially selected for muscle mass accretion, whereas Fayoumi represents a wild-type strain of chicken, originated in Egypt. Fayoumi is a hardier genetic line than broiler with a higher level of heterophil response to *Salmonella Enteritis* [20] compared to broilers. The spleen was chosen for study to determine the effect of the double stimulus (heat and LPS) on the immune system. The spleen functions as a major site of response to infection by harboring immune cells such as macrophages, B cells and T cells in close proximity, which encounter pathogens circulating in the blood, which in turn initiate an immune response. We hypothesize that heat stress would result in a suppressed immune response to LPS and that the spleen, as a major immune effector organ, is an important site for modulating that response. To our knowledge, the spleen in chicken has never been tested for response to heat stress and immune stimulation in vivo. In the current study, the spleen transcriptome was sequenced to investigate the effect of LPS, heat stress, and LPS+heat.

## Materials and methods

### Ethics statement

All animal experiments were approved by the Institutional Animal Care and Use Committee at Iowa State University: Log #4-11-7128-G.

### Experimental design and tissue sampling

Chicks were produced from the same breeders in two hatches (replicates). The Fayoumi (heat and disease resistant) and the broiler (heat and disease susceptible) breeds were assessed for response to heat stress and LPS stimulation using a full factorial design including the factors; breed, thermal treatment, and inflammatory stimulus. A total of 32 chickens (4 chicken spleen per treatment) were used for RNAseq. At 17 days of age, birds were transferred to environmentally-controlled chambers and acclimated for five days. The multiple environmentally-controlled chambers each contained 6 pens of one-meter square in which the birds were housed. The two breeds were in separate pens, but each chamber contained both breeds. The temperature was 25°C, except during the heat stress period (raised to 35–37°C). Humidity was monitored, but not controlled during the experiment. Floor pens had wood shavings for bedding and birds had *ad libitum* access to water and corn-soy feed that met all NRC requirements for the duration of the study [21]. There were four environmental chambers, each containing four pens, per replicate. One to two chickens were sampled per pen per replicate.

At 22 days of age, two of the chambers heated to 35°C (heat stress, HS), while the other two remained at 25°C (thermoneutral, TN). After 3.5 hours of thermal treatment, half of the birds were subcutaneously injected with LPS (LPS) (Sigma-Aldrich L7261, *Salmonella enterica* serotype typhimurium) in the amount 100 μg/kg of body weight, or phosphate buffered saline (PBS). This design resulted in 8 treatment groups: 1. Fayoumi, TN, PBS (F_TN_PBS); 2. Fayoumi, HS, PBS (F_HS_PBS); 3. Fayoumi, TN, LPS (F_TN_LPS); 4. Fayoumi, HS, LPS (F_HS_LPS); 5. Broiler, TN, PBS (B_TN_PBS); 6. B, HS, PBS (B_HS_PBS); 7. Broiler, TN, LPS (B_HS_LPS) 8. Broiler, HS, LPS (B_HS_LPS). After a total of 7 hours of heat stress (3.5 hours post LPS stimulation) chickens were humanely euthanized with intravenous injection of a lethal dose of Sodium Pentobarbital (Sleepaway, Fort Dodge Animal Health). The spleens were immediately harvested, placed in RNAlater, and stored at -80°C until further use.

The sex of the animals was determined post-euthanasia and determined 16 males, 14 females, and 2 chickens of undetermined sex (data not recorded) were used for RNA-sequencing. Within each treatment at least 1 male was used.

### Body temperature and blood chemistry component measurements

Cloacal body temperature was measured by inserting a digital thermometer approximately 2.5 cm into the cloaca on days 20 (pre-treatment) and 22 of age (at the end of treatment). The precision of the digital thermometer was 0.1°C. Blood was collected from the wing vein on day 20 (pre-heat) and day 22 (at the end of treatment after body temperature was measured) using a heparinized syringe and needle, and analysed immediately using an iSTAT Portable Clinical Analyser [22]. The iSTAT CG8+ cartridge was utilized to measure thirteen blood variables including; pH, pCO_2_, pO_2_, base excess, HCO_3_, TCO_2_, K, Na, ionized Ca, hematocrit, hemoglobin, sO_2_, and glucose.

### Library generation and sequencing

The total RNA was isolated from 4 chicken spleens per treatment group (32 birds total) with the RNAqueous kit (Ambion) using all manufacturers recommendations as previously described [23], and treated with DNA-free kit (Ambion). The RNA quality was quantified using the Agilent 2000 Bioanalyzer. Only samples with an RNA Integrity Number (RIN) greater than 9 were used for cDNA library construction using the TruSeq RNA Library preparation kit v2 (Illumina) that preferentially amplifies PolyA mRNA. The cDNA libraries created from the spleen of 32 chickens were run on the HiSeq 2500 machine (Illumina) with the option of 100 bp single end reads at the Iowa State University DNA Facility. Four lanes were used for RNA-sequencing with 8 multiplexed samples per lane (one sample per each treatment in each lane).

### Detection of differential gene expression and average sequencing depth analysis

Quality control of RNA-seq reads was conducted using FASTQC and FASTX Clipper (version 0.0.13; http://hannonlab.cshl.edu/fastx_toolkit/) with the following options; phredd score of 30, minimum base pair length of 30, and adapter sequences were removed.

Reads were mapped to the *Gallus gallus* genome version 4.0 (4.78 GTF Ensembl) using Tophat (version 2.0.9) [24] using default parameters. Counting of mapped reads to a gene was done using HTSeq (version 3.0). Table 1 includes the average (N = 4/treatment group) number of generated reads before and after quality filtering, number of mapped and the percentage of transcriptome coverage. There are 15,508 annotated coding genes in *Gallus gallus* 4.0 genome. To calculate transcriptome coverage, we used the average number of annotated genes that were expressed in our dataset and divided by the number of annotated coding genes. The resulting number is within range of predicted coverage based on sequencing depth [25]. Differential gene expression was detected using EdgeR (version 1.00), with Benjamini Hochberg method used for multiple testing correction, and maximum FDR ≤ 0.05. A pairwise comparison was used to detect DEG within breed by contrasting each treatment with the most naive group, i.e. TN_PBS. The contrasts contained 4 individuals per treatment group and were as follows; F_TN_PBS vs F_HS_PBS, F_TN_PBS vs F_TN_LPS, F_TN_PBS vs F_HS_LPS, B_TN_PBS vs B_HS_PBS, B_TN_PBS vs B_TN_LPS, and B_TN_PBS vs B_HS_LPS.

**Table 1:** Average number of RNA-sequencing reads generated for each chicken spleen within each treatment group (N = 4) before and after FASTQC filtering, and number of mapped reads, and percentage of sequencing depth analysis. Intragenic regions are considered reads that mapped to all or part of an exon and therefore included as feature counts in HTSeq, whereas intergenic regions are reads that mapped outside of regions annotated as exons.

Treatment group	Reads generated	Reads post-filtering	Mapped reads (%)	Transcriptome coverage (%)	Intragenic mapping (%)	Intergenic mapping (%)
F_TN_PBS	24,200,942	19,841,278	17,480,166 (88.1%)	12,987 (83.7%)	89.3	10.7
F_HS_PBS	20,203,988	16,721,600	14,915,667 (89.2%)	12,885 (83.1%)	88.7	11.3
F_TN_LPS	28,607,883	23,464,251	21,023,969 (89.6%)	12,534 (80.8%)	89.2	10.8
F_HS_LPS	22,828,621	18,843,821	20,568,587 (90.1%)	12,717 (82.0%)	88.1	11.9
B_TN_PBS	17,551,738	14,404,416	12,863,143 (89.3%)	12,692 (81.8%)	89.6	10.4
B_HS_PBS	18,184,950	14,859,218	13,239,563 (89.1%)	12,568 (81.0%)	89.5	10.5
B_TN_LPS	19,724,297	16,050,493	14,236,787 (88.7%)	12,675 (81.7%)	88.3	11.7
B_HS_LPS	20,720,682	16,978,131	15,059,602 (88.7%)	12,632 (81.5%)	88.5	11.5
Average	21,502,888	17,645,401	16,173,436 (89.1%)	12,711 (82.0%)	88.9	11.1

### Fluidigm expression verification of RNA-seq data

We used Fluidigm gene expression technology to confirm the mRNA expression detected by RNA-seq in the current study. As described in the Library Generation and Sequencing section, total RNA was isolated and treated with a DNA-free kit. Gene expression analysis was performed using a microfluidic Reverse Transcription quantitative PCR (RT-qPCR) (Fluidigm Corporation, San Francisco, CA, USA). All procedures were conducted according to manufacturer’s recommendations, unless otherwise noted. Briefly, 50 ng of the total RNA was reverse transcribed using the Fluidigm Reverse Transcription Master Mix (Fluidigm Corporation, San Francisco, CA, USA). cDNA was pre-amplified with PreAmp Master Mix (Fluidigm Corporation, San Francisco, CA, USA), using 12 cycles of pre-amplification. Exonuclease I (New England Biolabs, UK) treatment was applied to remove unincorporated primers. Pre-amplified and purified cDNA samples were diluted 10x in TE buffer and stored at -20°C until further analyses. RT-qPCR analysis was completed for 22 target genes and 2 reference genes, listed in S1 Table. These genes were selected to assay because they represented a range of fold change expression values from extremely changed (LFC ≥ ±30) to not changed due to treatment (LFC = 0). The FlexSix Integrated Fluid Circuits (IFCs) (Fluidigm Corporation, San Francisco, CA, USA) was used to assay mRNA expression. Sample assay included 1.35 μl of pre-amplified and Exo I treated cDNA, 1.5 μl of the SsoFast™ EvaGreen^®^Supermix with Low ROX™ (2x) (Bio-Rad) and 0.15 μl of the FlexSix Delta Gene Sample Reagent (Fluidigm Corporation, San Francisco, CA, USA). Primer assays were prepared as 20 μl stock by mixing 1μl of each primer (100 μM) with 10 μl of the 2x Assay Loading Reagent and adjusted to 20 μl with DNA suspension buffer (low EDTA TE buffer). The samples, assays and the loading reagents were then loaded onto IFCs microfluidic channels using the RX loading station (Fluidigm Corporation, San Francisco, CA, USA). RT-qPCR was performed on the Biomark™ HD (Fluidigm Corporation, San Francisco, CA, USA) using the fast program that consisted of an incubation step at 95°C for 60 s followed by 30 cycles: 96°C for 5s and 60°C for 20s. Fluorescence emission was recorded after each cycling step. Upon RT-qPCR completion, melting curves were generated by increasing temperature from 60 to 95°C, with continuous fluorescence acquisition.

RT-qPCR data were analyzed as follows: raw qPCR data were analyzed and checked for quality using Real-Time PCR Analysis Software (Fluidigm Corporation, San Francisco, CA, USA). Main effects of the stimulation of the spleen were estimated using least square means method implemented in JMP Pro 10.0.2 software (SAS Institute, Cary, NC, USA). Chicken line (Fayoumi or broiler), thermal treatment (TN or HS), and immune stimulus (PBS and LPS) as well as the interaction between line and treatments were fitted in the model. Analyses were performed separately for each line, gene, and treatment using dCt values (Ct target–Ct reference). To determine the relative gene expression, ddCt method was used [26]. Delta Ct values were obtained by normalizing the Ct values of the target genes with the geometrical mean of the two reference genes (*H6PD* and *RPL4*). Fold induction of the gene expression was estimated as 2^-ddCt^. Untreated (control) samples were used as calibrators.

## Data deposition

The data discussed in this publication is deposited in the Gene Expression Omnibus at NCBI [27] with the GEO accession number GSE85434.

## Results

### Body temperature and blood chemistry component response

The body temperature and blood chemistry results are presented in Fig 1. Body temperature significantly (P ≤ 0.05) increased in both breeds in response to the single treatments of heat or LPS, and the increases were of the same magnitude for each treatment. The double stimulus of LPS+heat resulted in a synergistic increase; i.e., it was statistically (P ≤ 0.05) higher than the single treatments. Blood chemistry components are presented as percent change from pre-heat values. Between-breed comparisons reveal relatively few (10 with P ≤ 0.05) differences, possibly because of the large variability. The double stimulus of LPS+heat resulted in the most differences between breeds.

**Fig 1:**
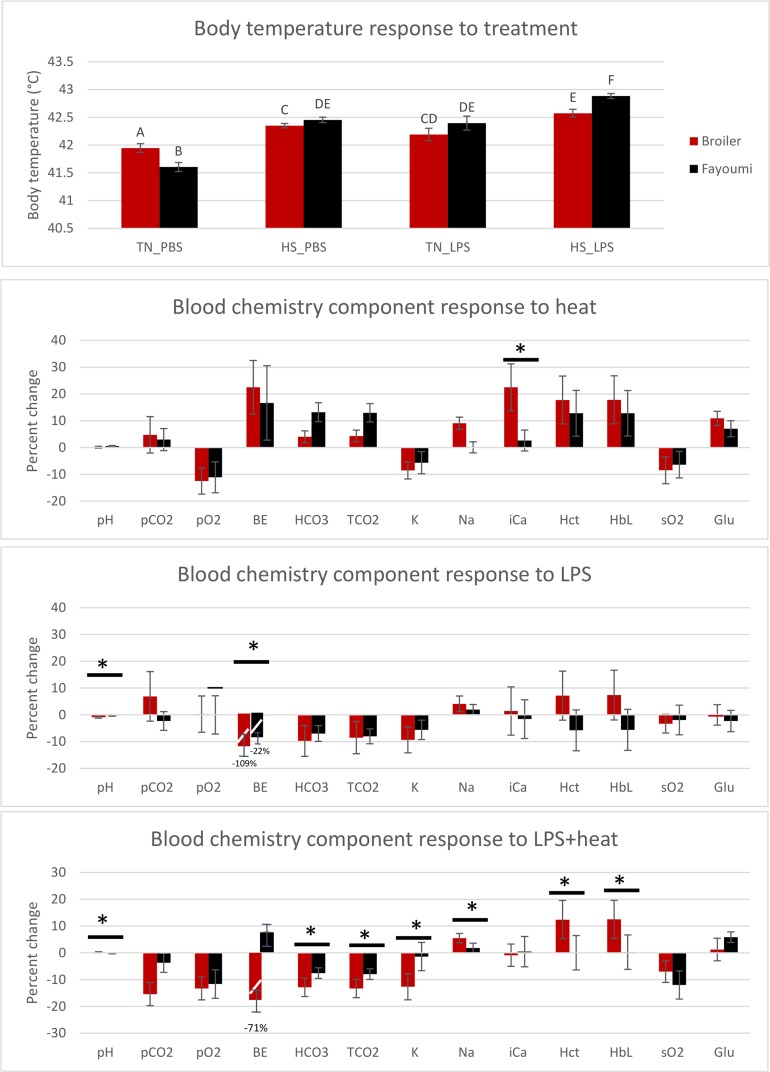
Phenotypic responses to treatment in the Fayoumi and broiler chicken breeds at 22 days of age after 7 hours of heat treatment at 35°C, and/or 3.5 hours post lipopolysaccharide (LPS) treatment. Cloacal body temperature and blood chemistry components measured using an iSTAT machine. Chicken breeds are depicted by different colors with broiler in red and Fayoumi in black. A. Body temperature response to treatments. B. Blood chemistry component changes in response to heat, C. LPS, and D. LPS+heat. * indicates significant pairwise difference between breeds (P ≤ 0.05).

### Alignment and mapping to the chicken genome

The RNA-seq generated from 32 individual cDNA libraries (4 per treatment group) as reported in Table 1 were mapped to *Gallus gallus* 4.0. 

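RNA was taken from the spleens of 32 birds, 4 in each of 8 groups. Broilers (B), a line selected for growth, and Fayoumis (F), a highly inbred Egyptian breed, were kept at 25 °C (TN) or heated at 35 °C for 7 hours (HS). They were injected with lipopolysaccharide (LPS, a component of the bacterial cell wall, 100 µg per kg of body weight) or phosphate buffered saline (PBS), and spleens were collected 3.5 hours later, at 22 days of age. For each bird the authors deposited raw counts, the number of reads that HTSeq assigned to each of 17108 Ensembl genes, after trimming and alignment with Tophat and without normalization. Reads outside genes, reads overlapping several genes and reads without a unique alignment are in separate rows of the same files. Between 3275211 and 14910584 reads per bird were counted on genes, with a median of 7904856.

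Among broilers, the median of reads on genes per bird was 6355200.5 in B_TN_PBS (range 3874582 to 9457544), 7310110 in B_HS_PBS (3275211 to 9519803), 7402231.5 in B_TN_LPS (4313664 to 9009775) and 7209814.5 in B_HS_LPS (5290689 to 10457952). Among Fayoumis it was 8654581.5 in F_TN_PBS (7846696 to 10575346), 7810886 in F_HS_PBS (5922416 to 9486577), 10476383.5 in F_TN_LPS (8305787 to 14910584) and 8077395.5 in F_HS_LPS (5006051 to 13799380). Every group had 4 birds. At these totals, 3 counts on a gene corresponded to between 0.20 and 0.92 counts per 1000000 reads on genes (CPM), depending on the bird. Smaller values rest on fewer counts and were taken as not distinguishable from 0.

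**Figure D1:**
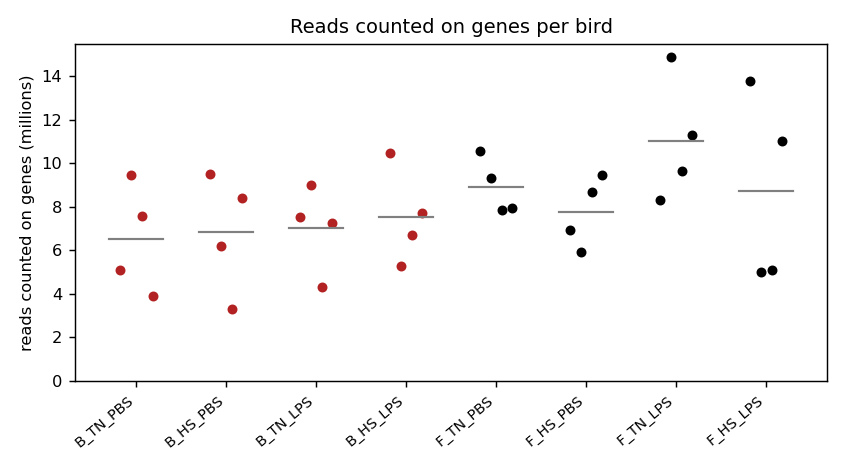
Reads counted on genes per bird, on an axis in units of 1000000 reads, for the 8 groups of 4 birds. Points are birds (broilers in red, Fayoumis in black) and grey lines are group means. Totals ran from 3275211 in a B_HS_PBS bird to 14910584 in a F_TN_LPS bird, and the ranges of the groups overlapped.

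Genes are given by their Ensembl identifiers, because the files hold no gene names, positions or lengths. The deposited labels of 2 birds conflict. The bird titled B_TN_PBS replicate 1 carries the breed label Fayoumi, and the bird titled F_HS_PBS replicate 3 carries the breed label broiler. The titles, which give 4 birds in every group, were used, and the breed labels were tried as an alternative. The paper's 2 hatches and its sequencing lanes are not labelled. The numbers of the birds in the deposited names fall into 2 ranges, of 16 and 15 birds with 1 bird in neither, and these were treated as a possible batch.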

Across all treatment groups, the average number of reads generated per cDNA library was 21,502,88; post filtering resulted in 17,645,401; the percentage of reads that mapped to the chicken genome was 89%; and the percentage of the spleen transcriptome that was expressed was 82%. 

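The deposited files begin after alignment, so the numbers of reads before and after trimming cannot be recounted from them. All rows of a file, including reads outside genes and reads without a unique alignment, summed to 10687236.6 per bird on average (SD 3543897, n = 32 birds). Of these, 7.97% ± 5.63 (SD, n = 32) lacked a unique alignment, with a range from 3.04% to 24.75%. Of the uniquely aligned reads, 81.96% ± 2.34 (SD, n = 32) were counted on genes, with a range from 76.7% to 85.0%. Because gene lengths are not in the files, a cutoff of 1 CPM stood in for 1 FPKM. At or above it lay 10678 ± 271.7 genes per bird (SD, n = 32) of the 17108 in the files. Group means ran from 10385 ± 158.9 genes (SD, n = 4) in F_HS_LPS to 10963 ± 191.8 (SD, n = 4) in F_TN_PBS. The cutoff mattered most when it was lowered to 1 count, where 12382 genes per bird passed.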

The cutoff value for expressed genes was 1 FPKM.

### Differentially expressed genes

Differentially expressed genes (DEG) within the spleen were detected using EdgeR software with a LFC ≥ ± 2 and FDR ≤ 0.05 and are depicted in Fig 2 as a heat map that indicates total number of DEG as well as the direction of fold change. 

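Each contrast was tested on the 8 birds of its 2 groups, 4 treated birds against the 4 TN_PBS birds of the same breed. Genes with too few counts were removed with edgeR's filterByExpr, which left between 10516 and 10867 genes per contrast. Counts were normalized by the TMM method, and edgeR's quasi-likelihood test was used with Benjamini-Hochberg adjusted p-values (FDR). DEG had an FDR of at most 0.05 and a log2 fold change (LFC) of at least 2 in either direction, the paper's thresholds. There were 1 DEG for LPS in broilers and 564 in Fayoumis, 1 for heat in broilers and 1 in Fayoumis, and 346 for LPS+heat in broilers and 897 in Fayoumis. In 540 of the 564, 336 of the 346 and 870 of the 897 DEG, all 4 treated birds lay above, or all below, all 4 control birds. The DEG were selected from these same birds, so this separation gives no independent support for them.

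Replicate numbers 1 to 4 recur in every group, and the labels do not say whether birds with the same number belong together. Deviations from the group means, correlated across genes, were compared between treated and control birds. The mean r was 0.204 for equal numbers against -0.068 for other numbers in the broiler LPS contrast, and -0.229 against 0.078 in the broiler heat contrast. In the remaining contrasts the mean r for equal numbers was between 0.011 and 0.049. Genes are not independent replicates, so these correlations were not tested. With the replicate number as an additive block (replicate block), there were 2 DEG for LPS in broilers and 507 in Fayoumis, 0 for heat in both breeds, and 292 for LPS+heat in broilers and 911 in Fayoumis.

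**Figure D2:**
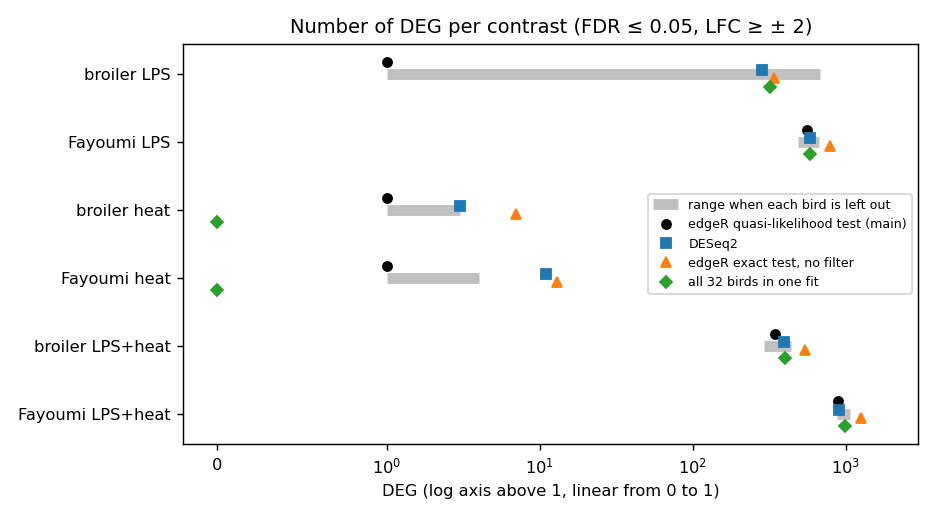
Number of DEG in each of the 6 contrasts, on an axis that is logarithmic above 1. Markers show the main test and 3 alternatives, and grey bars span the fits that each left out 1 bird. With each bird left out, the broiler LPS contrast ranged from 1 to 679 DEG and Fayoumi LPS+heat from 883 to 1077.

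**Figure D3:**
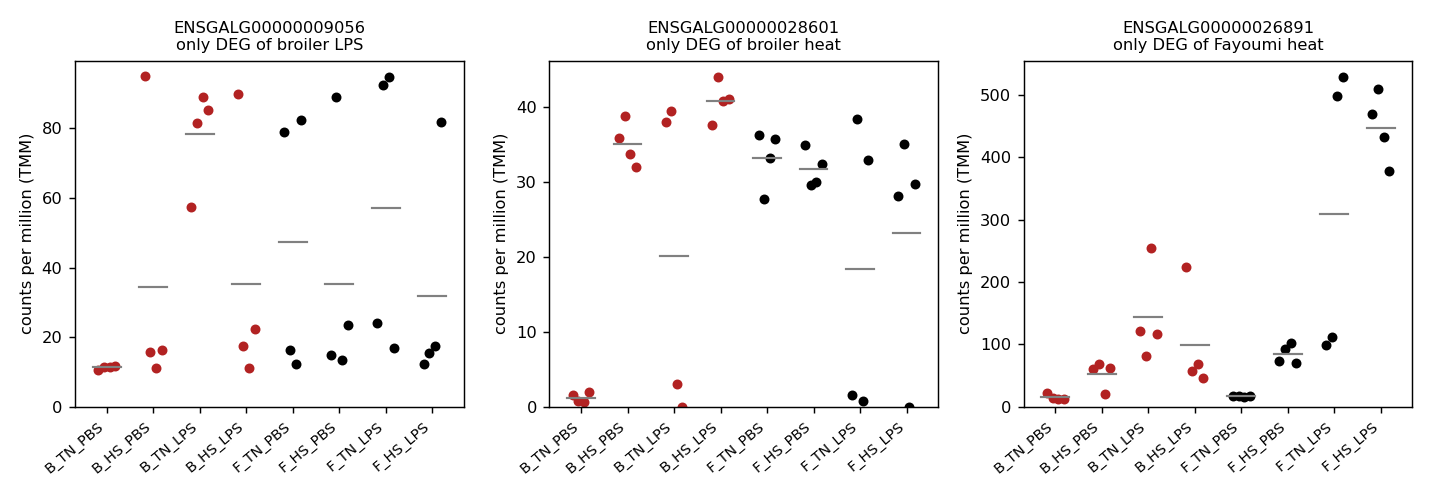
CPM, with TMM normalization over all 32 birds, of the genes that were the only DEG of a contrast, in the 8 groups. Points are birds (broilers in red, Fayoumis in black) and grey lines are means of 4 birds. ENSGALG00000009056 lay between 10.5 and 24.2 CPM in 20 birds and between 57.3 and 95.2 CPM in 12, with birds of both kinds in 6 of the 8 groups.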

Broilers responded to LPS (B_TN_PBS vs B_TN_LPS) by 283 DEG, with only 25 (less than 10%) downregulated. 

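In this contrast, 10549 genes were tested, and 1 was a DEG, upregulated. The gene, ENSGALG00000009056, had 80.1 ± 14.4 CPM (SD, n = 4 birds) in B_TN_LPS and 11.2 ± 0.53 CPM (SD, n = 4) in B_TN_PBS. Its LFC was 2.83 (standard error 0.19, adjusted p = 0.00094). The 4 LPS birds lay between 59.2 and 91.7 CPM and the 4 PBS birds between 10.4 and 11.5 CPM. The number of DEG depended on the test and on which birds were in the fit. DESeq2 gave 283, edgeR's exact test without a filter 340, and all 32 birds in one fit 323, of which 270, 326 and 310 were upregulated. The number was 679, with 420 upregulated and 259 downregulated, when B_TN_LPS replicate 2 was left out, and 1 or 2 when any other bird was. The LFC of ENSGALG00000009056 stayed between 2.73 and 2.92 in the 8 fits that each left out 1 bird. Within the ranges of bird numbers, with 2 birds per group, there were 0 DEG in the first range and 363 in the second, of which 310 were upregulated and 53 downregulated. The first range holds B_TN_LPS replicate 2, so this difference need not come from a batch.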

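Of 10867 genes tested between F_TN_LPS and F_TN_PBS, 564 were DEG, 345 upregulated and 219 downregulated. The upregulated share was 61.2% (95% Wilson interval 57.1% to 65.1%, which treats genes as independent). With the range of bird numbers as a block the share was 53.8%. With each bird left out it ran from 54.7% to 64.2%. The absolute LFC of the DEG had a median of 2.74 and reached 10.6. ENSGALG00000028383 had the largest LFC, 10.56 (standard error 0.70, adjusted p = 0.00060), with 18.96 ± 7.72 CPM (SD, n = 4) in F_TN_LPS and no counts in the 4 F_TN_PBS birds, where 3 counts correspond to between 0.28 and 0.38 CPM. ENSGALG00000013033 rose from 0.18 ± 0.04 to 186 ± 148 CPM (SD, n = 4 in each group, LFC 9.93, standard error 0.95, adjusted p = 0.00033). Its control values, 0.12 to 0.23 CPM, lay below what 3 counts give in F_TN_PBS, so the size of this LFC is uncertain. The same holds for genes with no or almost no counts in a group. Their LFC depends on the small count (prior count) that edgeR adds. ENSGALG00000028618 had 11.35 ± 1.76 CPM (SD, n = 4) in F_TN_PBS and no counts in the 4 F_TN_LPS birds (LFC -9.82, standard error 0.48, adjusted p = 0.00022), where 3 counts correspond to between 0.20 and 0.36 CPM. ENSGALG00000005616 and ENSGALG00000010915 followed with LFC of 9.24 and 8.49. In the second range of bird numbers, with 2 birds per group, there were 966 DEG, and the first range held too few LPS birds for a test. Among the fits to all birds of the contrast, the number changed most with edgeR's exact test without a filter and with a prior count of 0, which gave 789 DEG, 449 upregulated and 340 downregulated.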

Fayoumis responded to LPS (F_TN_PBS vs F_TN_LPS) by 85 DEGs, with more than 80% upregulated. 

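Heated broilers (B_HS_PBS, n = 4) differed from B_TN_PBS (n = 4) by 1 DEG among 10563 genes tested, upregulated, and 2 genes had an FDR of at most 0.05 at any LFC. The DEG was ENSGALG00000028601, with 37.3 ± 2.9 CPM (SD, n = 4) in B_HS_PBS and 1.27 ± 0.72 CPM (SD, n = 4) in B_TN_PBS. The LFC was 5.00 (standard error 0.36, adjusted p = 0.0014), between 4.75 and 5.30 with each of the 8 birds left out in turn. Across those fits the number of DEG was between 1 and 3. Within the ranges of bird numbers, with 2 birds per group, there were 5 DEG in the first range and 0 in the second. The number was highest in edgeR's exact test without a filter, with 7 DEG, 5 upregulated and 2 downregulated. It was 0 with all 32 birds in one edgeR fit and with the replicate block. There the adjusted p of ENSGALG00000028601 was 0.72 and 0.13. Across all 32 birds this gene was either low (0 to 3.05 CPM) or high (27.7 to 44.0 CPM). Low birds also occurred in B_TN_LPS, F_TN_LPS and F_HS_LPS.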

Broilers responded to thermal treatment (B_TN_PBS vs B_HS_PBS) by only 22 DEG, with 15 upregulated and 7 downregulated. 

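In heated Fayoumis (F_HS_PBS, n = 4), 1 of 10798 genes tested was a DEG against F_TN_PBS (n = 4), and no further gene passed the FDR threshold. ENSGALG00000026891 had 91.2 ± 16.8 CPM (SD, n = 4) in F_HS_PBS and 17.5 ± 1.4 CPM (SD, n = 4) in F_TN_PBS, with an LFC of 2.38 (standard error 0.17, adjusted p = 0.0028). The 4 heated birds lay between 74.9 and 108.8 CPM and the 4 control birds between 15.7 and 19.1 CPM. With each of the 8 birds left out, the LFC stayed between 2.28 and 2.46 and the number of DEG between 1 and 4, the highest without F_HS_PBS replicate 2. With 2 birds per group within each range of bird numbers, the first range gave 0 DEG and the second 15, 9 upregulated and 6 downregulated. The first range holds F_HS_PBS replicate 2, the bird whose removal gave the most DEG, so this difference need not come from a batch. With all birds of the contrast in the fit, the number of DEG was highest in the exact test without a filter, 13 with 8 upregulated and 5 downregulated, against 7 in broilers under the same setting. The difference between the breeds in the response to heat, tested as an interaction in edgeR, passed an FDR of 0.05 for 1 of 11187 genes, ENSGALG00000028601 (difference of LFC, Fayoumi minus broiler, -5.07, standard error 0.36, adjusted p = 4.5e-06). Because this gene was low in all B_TN_PBS birds but mixed in other groups, a difference between individual birds may account for it. With all 32 birds in one fit, 0 genes passed.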

Fayoumis responded to thermal treatment (F_TN_PBS vs F_HS_PBS) with almost 5 times more (107) DEG compared to broilers, with nearly two-thirds (79) upregulated and one-third (28) downregulated. 

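The double stimulus gave 346 DEG in broilers (B_HS_LPS against B_TN_PBS, n = 4 each) among 10516 genes tested. Of these, 236 were upregulated and 110 downregulated, an upregulated share of 68.2% (95% Wilson interval 63.1% to 72.9%). The largest LFC belonged to ENSGALG00000023818, 10.31 (standard error 1.76, adjusted p = 0.0079). Its CPM in the 4 B_HS_LPS birds spread from 25.6 to 2015, a mean of 1034 ± 1032 (SD), against 0.62 ± 1.25 (SD, n = 4) in B_TN_PBS. ENSGALG00000028284 had 59.5 ± 29.1 CPM (SD, n = 4) against 0.050 ± 0.099 (SD, n = 4), an LFC of 10.08 (standard error 0.79, adjusted p = 0.00039). ENSGALG00000010915, ENSGALG00000004449 and ENSGALG00000021340 followed with LFC of 8.48, 8.17 and 8.11. The B_TN_PBS means of all these genes were at or near 0, so the sizes of their LFC are uncertain. Within the ranges of bird numbers, with 2 birds per group, there were 83 DEG in the first range and 255 in the second, mostly upregulated in both (66 and 204). Leaving out each bird in turn gave between 291 and 440 DEG, and the exact test without a filter gave 543, 355 of them upregulated. Among the broiler contrasts, LPS and heat alone each gave 1 DEG in the main test. LPS gave 283 with DESeq2, 340 with the exact test and 323 with all 32 birds in one fit. These are below the 398, 543 and 399 for LPS+heat under the same settings. Without B_TN_LPS replicate 2, LPS gave 679 DEG, more than the 346 for LPS+heat, a contrast that does not hold this bird. From the larger number of DEG, the paper concludes that LPS+heat was the treatment to which broilers responded most strongly.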

Broilers responded strongest to LPS+heat (B_TN_PBS vs B_HS_LPS) treatment by 567 DEG, with the majority (328) upregulated and 239 downregulated. The contrast which resulted in the most DEG was in Fayoumis that responded to treatment with LPS+heat (F_TN_PBS vs F_HS_LPS) by 1471 DEGs, and nearly twice as many were downregulated (972) than upregulated (499). 

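Between F_HS_LPS and F_TN_PBS (n = 4 birds each), 897 of the 10798 genes tested were DEG, the most of the 6 contrasts. Downregulated DEG numbered 483 and upregulated DEG 414. The upregulated share was 46.2% (95% Wilson interval 42.9% to 49.4%). ENSGALG00000028383 had an LFC of 9.90 (standard error 0.59, adjusted p = 9.0e-05), with 13.5 ± 3.7 CPM (SD, n = 4) in F_HS_LPS and no counts in F_TN_PBS. Among downregulated genes, ENSGALG00000021405 changed most, from 11.5 ± 1.9 CPM (SD, n = 4) in F_TN_PBS to no counts in the 4 F_HS_LPS birds (LFC -9.67, standard error 0.53, adjusted p = 6.8e-05). There, 3 counts correspond to between 0.22 and 0.60 CPM. ENSGALG00000028258 fell likewise to no counts (LFC -9.32), and ENSGALG00000020380 and ENSGALG00000028284 rose with LFC of 9.19 and 8.77. All these genes had no or almost no counts in a group, so the sizes of their LFC depend on the prior count and are uncertain. The first range of bird numbers, with 3 treated and 2 control birds, gave 956 DEG, 426 upregulated and 530 downregulated, and the second held 1 treated bird, too few for a test. Under edgeR's exact test without a filter the number rose to 1258, with 709 downregulated and 549 upregulated.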

The shared DEGs within breed between treatment groups, and the shared DEGs between breeds within treatment groups are depicted as Venn Diagrams in Fig 3. Within-breed comparison for DEG due to treatment reveal that there are few genes in common between LPS and heat (Fayoumi 0 and broiler 7). 

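In Fayoumis, the list of 564 DEG for LPS and the list of 1 DEG for heat had 0 genes in common outside the LPS+heat list. In broilers, LPS and heat gave 1 DEG each, and these were different genes. Of the Fayoumi DEG for LPS, 460 were also DEG for LPS+heat but not for heat, and 103 were DEG for LPS alone. The LPS+heat list of Fayoumis held 436 DEG found under neither single treatment, and that of broilers 345. With heat lists this short, an overlap of more than 1 gene could not occur in the main test. Outside the LPS+heat list, edgeR's exact test without a filter gave 4 genes in common in Fayoumis and 0 in broilers, and DESeq2 gave 1 in each breed. From its counts, the paper states that the DEG lists for LPS and for heat had few genes in common within a breed.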

Also, the Fayoumi has 6 times (31 DEG) more genes that are shared between all three treatments than the broiler (5 DEG). 

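The number of DEG shared by all 3 treatments was 1 in Fayoumis and 0 in broilers. It could not exceed the shortest list of each breed, which was the heat list with 1 DEG in both. In broilers, the heat DEG was also a DEG for LPS+heat, but not for LPS. In Fayoumis, the single heat DEG, ENSGALG00000026891, was a DEG under every treatment. With each of the 16 birds of the breed's 4 groups left out in turn, 1 or 2 genes were shared in Fayoumis and 0 in broilers. DESeq2 in place of edgeR gave the highest count, 5 genes in Fayoumis, and 0 in broilers.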

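The broiler list for LPS held 1 DEG and the Fayoumi list 564, and 0 were shared, among 10396 genes tested in both breeds. By chance, 0.045 shared genes would be expected, counting in each list only the DEG tested in both breeds. Across the genes tested in both breeds, the LFC of the broiler and Fayoumi LPS contrasts correlated with a Pearson r of 0.748 and a Spearman rho of 0.656. Genes are not independent replicates, so no p-value is given for this correlation. The overlap was highest, 321 DEG, when B_TN_LPS replicate 2 was left out of the broiler contrast. It was 186 with DESeq2, 231 with the exact test without a filter and 211 with all 32 birds in one fit.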

Comparing between lines within treatments, LPS treatment resulted in sharing of 72% (61 out of 85 possible) of DEG. 

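For heat, the lists of both breeds held 1 DEG each, and 0 were shared, among 10384 genes tested in both. Across these genes the LFC of heated broilers and heated Fayoumis had a Pearson r of -0.223 and a Spearman rho of -0.298, where genes are not independent replicates. With each of the 16 birds left out in turn, 0 or 1 DEG was shared. DESeq2 gave 3 DEG in broilers and 11 in Fayoumis, with 1 shared.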

A different trend was observed for shared genes responsive to heat treatment with only 32% (7 out of 22 possible). 

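For LPS+heat, 251 DEG were shared by the 346 of broilers and the 897 of Fayoumis. This was 72.5% of the shorter list. By chance, 24.1 shared genes would be expected, counting in each list only the DEG among the 10340 genes tested in both breeds. All 251 changed in the same direction in both breeds. Across the tested genes, the LFC of both breeds had a Pearson r of 0.731 and a Spearman rho of 0.608, with genes not being independent replicates. Leaving out each of the 16 birds in turn gave between 207 and 304 shared DEG. The highest number, 368 shared DEG, came from the exact test without a filter. Overlaps for LPS and for heat were 0 in the main test. For LPS the overlap was 186 with DESeq2, 231 with the exact test and 211 with all 32 birds in one fit. These are below the 276, 368 and 265 for LPS+heat under the same settings. Without B_TN_LPS replicate 2, the overlap for LPS was 321, more than the 251 for LPS+heat.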

The largest number of shared genes between breeds is for the LPS+heat treatment, 399 DEG (out of a possible 568, corresponding to 70%).

**Fig 2:**
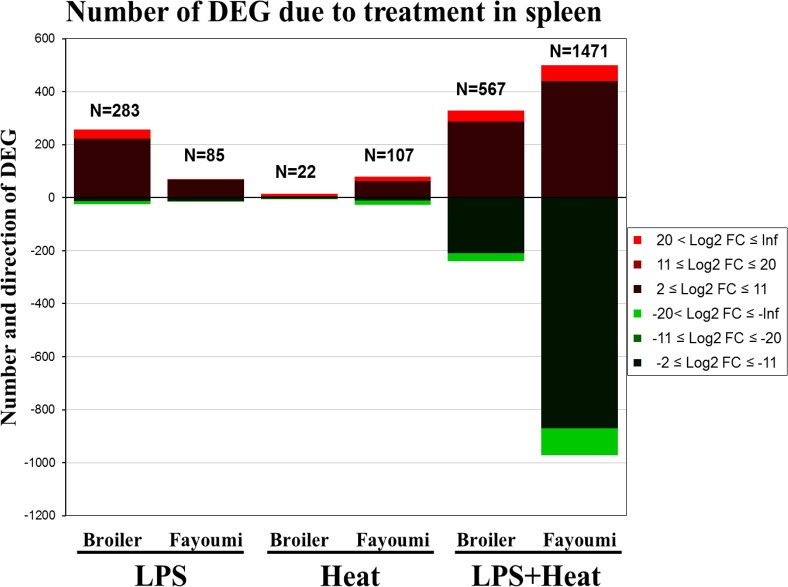
A heat map showing the number of differentially expressed genes (DEG) and the direction of log fold change (LFC) of expression values in the spleen of the Fayoumi and broiler chicken breeds at 22 days of age after 7 hours of heat treatment at 35°C, and/or 3.5 hours post lipopolysaccharide (LPS) treatment. DEG have an FDR ≤ 0.05 and LFC ≥ ± 2.

**Fig 3:**
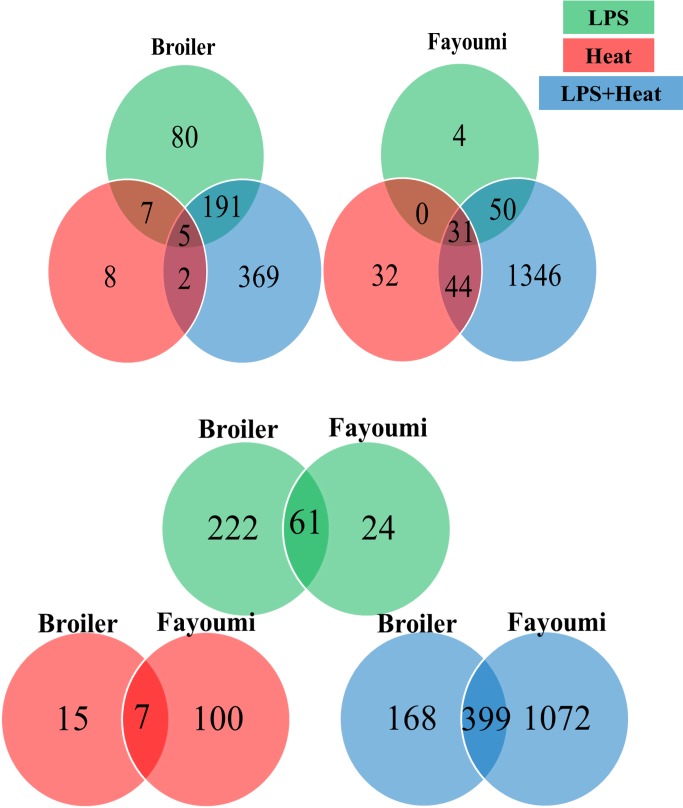
Venn diagrams depicting shared differentially expressed genes between treatments and chicken breeds. Fayoumi and broiler chicken breeds at 22 days of age after 7 hours of heat treatment at 35°C, and/or 3.5 hours post lipopolysaccharide (LPS) treatment. Green is treatment with LPS, red is heat, and blue is LPS+heat. Genes were considered differentially expressed with LFC ≥ ± 2 and FDR ≤ 0.05.

### GO enrichment analysis

The DEG from each of the contrasts (6 total) were used for GO enrichment analysis (www.geneontology.org) for biological process enrichment and the top ten enrichments are shown in Fig 4.

**Fig 4:**
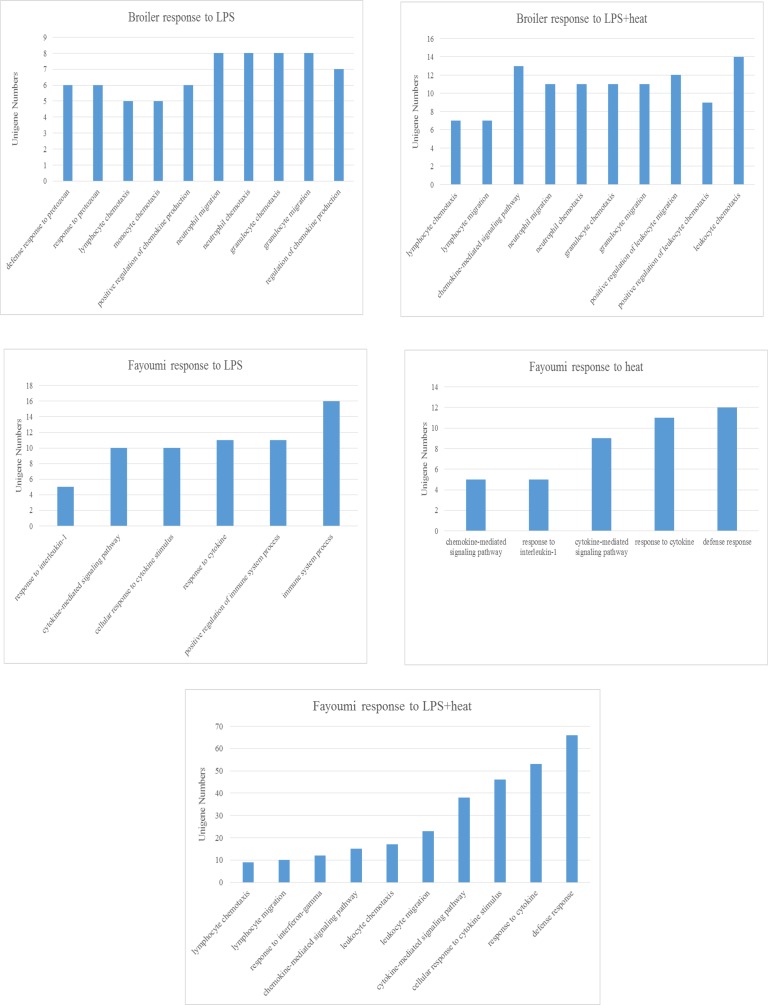
Gene ontology (GO) enrichment analyses showing top significantly associated GO terms based on differentially expressed genes. Fayoumi and broiler chicken breeds at 22 days of age after 7 hours of heat treatment at 35°C, and/or 3.5 hours post lipopolysaccharide (LPS) treatment. All enrichments had a p value ≤ 0.05.

### Validation of RNA-sequencing data using fluidigm technology

Validation of the RNA-sequencing data was completed using Fluidigm gene expression technology. A total of 32 RNA samples (4 per treatment) were assayed in triplicate on a FlexSix IFC where we tested mRNA expression of 14 test genes and 2 housekeeping genes. The comparison of fold changes calculated from Fluidigm and RNA-sequencing are depicted in Fig 5. The correlation between the two technologies was (R^2^ = 0.84).

**Fig 5:**
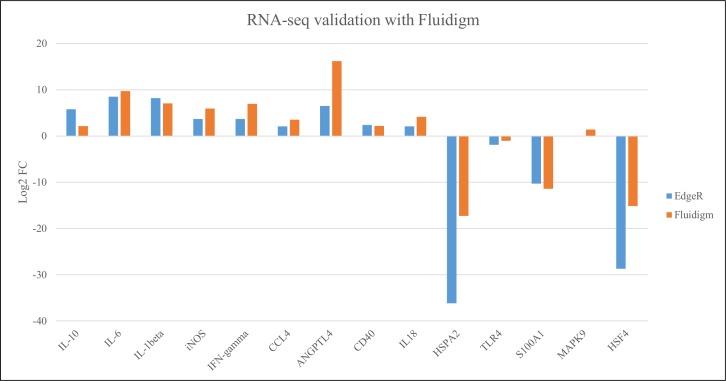
Validation of RNA-sequencing with Fluidigm technology. A total of 32 RNA samples (4 per treatment) were assayed in triplicate on a FlexSix IFC where we tested mRNA expression of 14 (IL-10, IL-6, IL-1beta, iNOS, IFN-gamma, CCL4, ANGPL4, CD40, IL-18, HSPA2, TLR4, S100A1, MAPK9, and HSF4) test genes and 2 housekeeping genes. Log_2_ fold change determined using EdgeR with RNA-sequencing (blue bars) and Fluidigm technology (orange bars). The correlation between the two technologies was (R = 0.86).

### Ingenuity pathway analysis and principle component analysis

All DEG from each contrast were used for input into Ingenuity Pathway Analysis (IPA) software. The results of top canonical pathways are shown in Table 2 for each of the contrast groups. The top predicted upstream regulators are shown in Table 2. All genes with FDR ≤ 0.05 were included in the pathway analysis. 

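Without an LFC threshold, the genes with an FDR of at most 0.05 in edgeR's quasi-likelihood test numbered 1 for heat in Fayoumis (F_HS_PBS), 3098 for LPS in Fayoumis (F_TN_LPS) and 4138 for LPS+heat in Fayoumis (F_HS_LPS). In broilers they numbered 2 for heat (B_HS_PBS), 1 for LPS (B_TN_LPS) and 1253 for LPS+heat (B_HS_LPS), each against the TN_PBS birds of the breed, with 4 birds per group. Of the 3098 genes, 1611 were upregulated and 1487 downregulated. Of the 4138, 2040 were upregulated and 2098 downregulated, and of the 1253, 668 and 585. Leaving out 1 bird moved the broiler LPS contrast most, from 1 gene to 2284 without B_TN_LPS replicate 2. In the same contrast DESeq2 gave 886 genes, the exact test without a filter 661 and all 32 birds in one fit 1086.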

The resulting number of genes input and annotated within IPA for each treatment group are: F_HS_PBS had 79 annotated genes of 116 total, F_TN_LPS had 66 annotated genes of 85 total, F_HS_LPS 2925 annotated genes of 3707 total, Br_HS_PBS had 18 annotated genes of 25 total, Br_TN_LPS had 264 annotated genes of 346 total, and Br_HS_LPS had 798 annotated genes of 971 total.

**Table 2:** Ingenuity pathway analysis results for differentially expressed genes due to treatment within breed. The numbers included in the table are P values. The top 5 significant (P ≤ 0.05) canonical pathways, upstream regulators, and diseases and disorders are listed for each contrast.

	**Fayoumi response to heat**		**Broiler response to heat**	
Canonical pathways	Acute Phase Response Signaling	2.02E-07	Lipid Antigen Presentation by CD1	2.12E-02
	Extrinsic Prothrombin Activation Pathways	2.60E-05	Remodeling of Epithelial Adherens Junctions	5.46E-02
	Intrinsic Prothrombin Activation Pathway	1.64E-04	Macropinocytosis Signaling	5.46E-02
	Retinoate Biosynthesis I	2.42E-04	Fcγ Receptor-mediated Phagocytosis in Macrophages and Monocytes	7.40E-02
	Coagulation System	2.89E-04	Paxillin Signaling	8.01E-02
Upstream Regulators	TNF	2.81E-13	CYTH2	7.37E-04
	Lipopolysaccharide	2.37E-12	IPCEF1	7.37E-04
	IKBKB	3.09E-12	SUV39H2	1.47E-03
	IL1B	5.63E-12	LMCD1	1.47E-03
	GH1	1.31E-10	CYTH3	1.47E-03
Diseases and Disorders	Cardiovascular Disease	3.68E-03	Connective Tissue Disorders	8.24E-04
	Developmental Disorder	3.68E-03	Inflammatory Response	8.24E-04
	Hematological Disease	3.68E-03	Skeletal and Muscular Disorders	8.24E-04
	Hereditary Disorder	3.68E-03	Infectious Diseases	4.12E-02
	Immunological Disease	3.68E-03	Cancer	1.39E-02
	**Fayoumi response to LPS**		**Broiler response to LPS**	
Canonical Pathways	Atherosclerosis Signaling	2.58E-06	Altered T Cell and B Cell Signaling in Rheumatoid Arthritis	1.30E-08
	LXR/RXR Activation	3.99E-05	Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis	3.94E-08
	Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis	3.99E-05	IL-10 Signaling	2.08E-06
	Glucocorticoid Receptor Signaling	2.27E-04	Atherosclerosis Signaling	3.68E-06
	Granulocyte Adhesion and Diapedesis	2.39E-04	IL-17A Signaling in Fibroblasts	4.33E-06
Upstream Regulators	TNF	4.39E-22	TNF	3.22E-51
	Lipopolysaccharide	1.48E-15	Lipopolysaccharide	2.60E-45
	TLR3	1.70E-13	IL1B	2.04E-36
	IL1B	1.55E-12	NFkB (complex)	3.68E-31
	Prostaglandin E2	1.56E-12	IFNG	1.25E-24
Diseases and Disorders	Organismal Injury and Abnormalities	3.15E-03	Inflammatory Response	2.88E-06
	Inflammatory Response	3.15E-03	Organismal Injury and Abnormalities	2.74E-06
	Cancer	2.91E-03	Cancer	2.62E-06
	Gastrointestinal Disease	3.15E-03	Inflammatory Disease	2.09E-06
	Metabolic Disease	3.15E-03	Infectious Diseases	1.72E-06
	**Fayoumi response to heat+LPS**		**Broiler response to heat+LPS**	
Canonical Pathways	Hepatic Fibrosis/Hepatic Stellate Cell Activation	2.58E-10	Hepatic Fibrosis/Hepatic Stellate Cell Activation	5.77E-09
	Axonal Guidance Signaling	1.96E-09	Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis	2.71E-08
	Aryl Hydrocarbon Receptor Signaling	7.49E-06	Granulocyte Adhesion and Diapedesis	2.29E-07
	Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis	8.83E-06	LPS/IL-1 Mediated Inhibition of RXR Function	2.57E-07
	Glutamate Receptor Signaling	9.87E-06	P38 MAPK Signaling	3.78E-07
Upstream Regulators	TNF	2.89E-46	TNF	5.41E-51
	TGFB1	6.78E-41	Lipopolysaccharide	1.97E-42
	TP53	1.71E-40	IL1B	8.35E-35
	Lipopolysaccharide	7.86E-34	TGFB1	2.12E-34
	Vegf	4.07E-28	TP53	1.42E-27
Diseases and Disorders	Cancer	1.38E-09	Inflammatory Response	3.82E-07
	Organismal Injury and Abnormalities	1.38E-09	Cancer	4.76E-07
	Gastrointestinal Disease	1.12E-09	Organismal Injury and Abnormalities	4.76E-07
	Hepatic System Disease	4.20E-12	Tumor Morphology	7.94E-09
	Reproductive System Disease	2.74E-11	Connective Tissue Disorder	4.74E-07

A principle component analysis was completed in JMP (SAS Institute, Cary, NC, USA) using all count data from all treatment groups and samples that were used for RNA-seq (S2 Fig). 

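Principal components were computed on correlations, that is with every gene scaled, from log2 CPM (TMM normalization, prior count 2) of 11600 genes in all 32 birds. The component most related to LPS was the first, with 27.5% of the variance. Injection with LPS accounted for 66.3% of the variance of its scores (permutation test over 5 components, p = 2e-05). Of the 16 LPS birds, 15 lay above 0, and of the 16 PBS birds, 1 did. B_TN_LPS replicate 2 was the LPS bird below 0, at -52.34, and F_HS_PBS replicate 2 was the PBS bird above 0, at 70.91. Within the ranges of bird numbers, LPS accounted for 48.6% of the variance of the scores in the first and 93.7% in the second. B_TN_LPS replicate 2 and F_HS_PBS replicate 2 both belong to the first range, so the lower share there may come from these birds. On raw counts without normalization for library size, the component most related to LPS was the second, with 14.0% of the variance, of which LPS accounted for 57.5%. From the position of the LPS birds, the paper takes this component to represent LPS stimulation status.

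**Figure D4:**
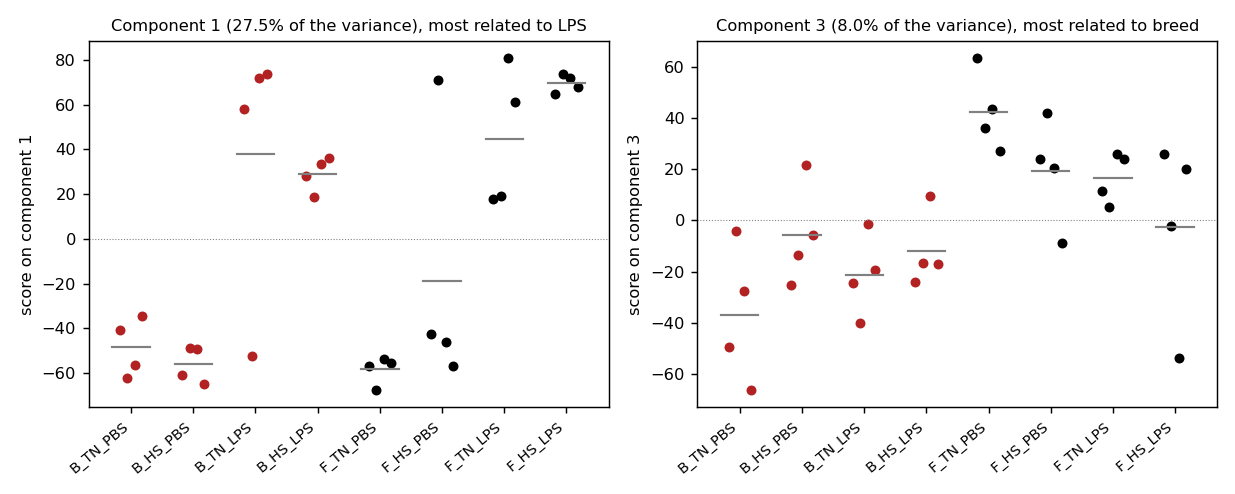
Scores of the 32 birds on the component most related to LPS (left) and on the component most related to breed (right), in the units of the scaled log2 CPM. Points are birds (broilers in red, Fayoumis in black), grey lines are means of 4 birds and the dotted line marks 0. All but 1 of the LPS birds lie above 0 on component 1, and 13 of 16 Fayoumis lie above 0 on component 3.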

The principle component 1 explained 16% of the variation and corresponds to LPS stimulation status (15/15 LPS stimulated birds greater than 0). 

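In the same components, breed was most related to component 3, with 8.04% of the variance, and accounted for 39.9% of the variance of its scores (permutation test over 5 components, p = 0.00074). On it, 13 of 16 Fayoumis and 2 of 16 broilers lay above 0. Within the ranges of bird numbers, breed accounted for 25.7% of the variance of these scores in the first and 59.7% in the second. Component 2 held 16.6% of the variance, of which the range of bird numbers accounted for 48.7% and breed for 25.0%. When genes were not scaled (covariance), breed was most related to the second component, with 12.0% of the variance, and accounted for 56.5% of it. From the side of 0 on which the Fayoumis lie, the paper concludes that one of its components largely corresponds to breed.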

Whereas 2 explained 44% of the variation and largely corresponds to breed (10/16 Fayoumis greater than 0).

## Discussion

For the first time, to our knowledge, we describe the birds’ phenotypic responses and the changes in the spleen transcriptome in response to thermal treatment (heat stress) and immune stimulation (LPS) alone, and in combination (LPS+heat), in unique lines of chickens. We hypothesized that the lines would differ in their response to these treatments, and that the response of the heat-tolerant and disease-resistant Fayoumis would give insights into the genetic mechanisms of favorable response to these stressors. The Fayoumis were imported to the U.S. from Egypt more than 60 years ago due to their disease resistant nature, and since have been highly inbred >99.9% [28]. Because the Fayoumi breed originated in a region that has a high-temperature climate, this breed has undergone natural selection for tolerance to heat. In contrast, the broilers were commercially selected for muscle mass accretion in temperate climates and were not deliberately inbred [27]. Because of the commercial selection for rapid and efficient growth, we hypothesize the broilers will be less tolerant to heat than the Fayoumis. Studies of an advanced intercross between the Fayoumi and broiler lines determined that body temperature, body weight, breast yield, digestibility [29], and blood components [30] measured during heat stress were heritable and QTL were identified, which further illustrates the heat-response divergence of these two lines. In addition to divergence for heat tolerance, these lines have been characterized for differences in response to challenge with *Salmonella Enteritidis*, which show the Fayoumi to be more resistant than the broiler [20, 31]. Therefore, the Fayoumi and broiler serve as a model for heat and disease differences.

### Phenotypic responses

To characterize the phenotypic response to LPS, heat, and LPS+heat, we measured body temperature and 13 different blood chemistry components. Body temperature increased to the same amount with LPS or heat treatment alone in both breeds. When birds were treated with LPS+heat, the body temperature increased synergistically i.e. beyond the individual treatments. The mean normal body temperature of chickens is 41°C and the highest productivity is within the thermoneutral temperature zone, which has been estimated between 20–26°C for adult broilers and layers [32, 33, 34]. The upper critical temperature is defined as the ambient temperature in which the animal continually increases body temperature until mortality results, and this is estimated between 36–37°C for broilers [35]. Our experiment used an acute heat stress of 7 hours at 35°C. LPS is a well characterized inflammatory stimulus but the effect on body temperature varies considerably depending on breed, age, and exposure time [36, 37, 38, 39, 40]. We based the amount of LPS injected (100 ug/kg of body weight) on previous studies conducted in our lab using the broiler and Fayoumi breeds. demonstrated that subcutaneous injection of LPS at a concentration of 100 ug/kg of body weight induced significant differential gene expression of pro-inflammatory and anti-inflammatory cytokines in the spleens of broilers at 3 hours post-injection [41]. Additionally, Casebere (2015) reported differential gene expression of pro-inflammatory cytokines in white blood cells from Fayoumi and broilers after the same amount of LPS injection [42]. Generally, these reports are consistent that a period of hypothermia precedes hyperthermia. Here we report that at 3.5 hours post injection a significant increase in body temperature was observed, with Fayoumis exhibiting a higher body temperature than broilers. Little is known about the effect of heat stress on immune response. In mice, heat treatment alone does not affect serum levels of TNF-α, IL-1, IL-1B, and acute phase proteins, whereas LPS+heat results in higher concentrations of these inflammatory cytokines compared to LPS alone [43]. However, this result does not necessarily support an improved or reduced immune response, only that more inflammatory molecules are present. If inflammation is not strictly controlled, it may have detrimental results on the host. Additionally, because we observed a synergistic increase in body temperature when the double stimulus (LPS+heat) was done, this could be detrimental to the host.

Blood chemistry components were measured that relate to acid-base balance, electrolytes, and glucose. During periods of heat stress, chickens increase the depth and frequency of breaths [44], which results in alkalosis. Indeed, the current study observed changes related to respiratory alkalosis including increased pH, increased pCO_2_, and increases in TCO_2_. When birds were treated with LPS, the changes in blood components appears to be opposite compared to heat treatment. It may be that the chickens do not attempt to decrease body temperature by respiration in response to an inflammatory stimulus, because inflammation and fever in response to an immune challenge is an efficient method to kill the infectious agent. The changes in blood chemistry components related to acid base balance (pH, BE, HCO_3,_ and TCO_2_) were more similar in response to LPS and to LPS+heat, than to heat alone. We hypothesize that, under heat stress, the birds may not be attempting to decrease body temperature when faced with an immune stimulant. This is reflected in the blood chemistry components of the LPS+heat treatment resembling LPS treatment more than heat treatment. The most significant differences in blood components between breeds was due to treatment with LPS+heat. These blood components may be good biomarkers for combined heat tolerance and disease resistance.

### Spleen transcriptomic responses

#### Heat stress

Heat stress resulted in a larger number (N = 107) of DEGs in Fayoumis compared to broilers (N = 22) in the spleen, and most DEGs in each breed were upregulated. 

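Heat gave 1 DEG in each breed, upregulated in both, with 4 heated and 4 control birds per breed. At an FDR of at most 0.05 without an LFC threshold, there were 2 genes in broilers and 1 in Fayoumis, all upregulated. DESeq2 gave more genes at this FDR, 7 in broilers (5 upregulated) and 33 in Fayoumis (9 upregulated), and with the LFC threshold 3 and 11 DEG. The difference between the breeds itself, tested as an interaction, passed an FDR of 0.05 for 1 of 11187 genes in edgeR and for 82 genes in DESeq2. With all 32 birds in one edgeR fit, 0 genes passed. From its numbers, the paper concludes that heat changed more genes in the spleen of Fayoumis than in that of broilers, mostly upward.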

We observed DEGs involved in pathways related to intestinal permeability although the spleen was the tissue investigated. We may have observed these changes in the immune organ due to the crucial function of the spleen to sample products within the blood and because changes in intestinal permeability can alter level of exposure of splenocytes to gut-derived bacteria and their products, such as LPS. During periods of heat stress, intestinal permeability increases in chickens. Broilers under heat stress conditions increase intestinal permeability [3, 8, 15], and layers have altered gut morphology of microvilli [11]. The observed transcriptomic changes in the current study are associated with altered epithelial barriers. The data presented here indicates that broilers may be more susceptible to disruptions in tight junctions of the intestinal mucosa (“leaky gut”). In particular, we observe changes in pathways such as “Remodelling of Epithelial Adherens Junctions” and “Paxillin Signalling”. Interestingly, LPS is identified as an upstream regulator due to heat treatment in Fayoumis. This may be due to leaky gut during heat treatment, which in turn activates the proinflammatory immune response. We observed Acute Phase Response (APR) Signalling as the top canonical pathway in Fayoumi. The APR is known as the extreme change in plasma proteins due to systemic inflammation [45], and functions to restore homeostasis by non-specific immune mechanisms [46]. Typically, acute phase proteins are activated during infection, but we observed an increase during heat stress likely because of their pleiotropic effects. In humans, for example, acute phase proteins increase angiogenesis [47], which could help reduce body temperature. The Fayoumis have a response to heat stress that is largely affecting clotting in the blood. Clotting could reduce permeability of the intestine during heat stress and thus minimize the occurrence of leaky gut syndrome. A DEG of interest in the Fayoumi in response to heat stress was SOCS2 (FC = 2), a suppressor of cytokine signalling. The SOCS2 gene was previously reported as a candidate gene for a very large QTL for breast muscle yield during heat stress in an intercross line between Fayoumi and broiler [29]. Thus, this gene may represent a bridge among traits of heat tolerance, growth and immune response.

#### LPS

The broiler responded to LPS treatment with many more (N = 283) DEG than the Fayoumi (N = 85). 

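For LPS, 1 DEG was found in broilers and 564 in Fayoumis, with 4 LPS and 4 PBS birds per breed. The broiler number was 283 with DESeq2, 340 with the exact test without a filter and 323 with all 32 birds in one fit, where the Fayoumi numbers were 584, 789 and 586. It was 679 without B_TN_LPS replicate 2, and 1 or 2 with any other bird left out. The Fayoumi number lay between 488 and 675 with each bird left out. The difference in LFC between the breeds was tested as an interaction in edgeR with 16 birds, and 0 of 11226 genes passed an FDR of 0.05. With each of the 16 birds left out, 0 or 1 gene did, and with DESeq2 28 did. From its numbers of DEG, the paper concludes that the broiler spleen responded to LPS more than the Fayoumi spleen.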

The unresponsiveness in the spleen to LPS in the Fayoumi may be due to the effects of anti-inflammatory gene expression. An example of this in the current study is the upregulation of IL10R, which in turn promotes IL10 signalling resulting in immunosuppression by inhibition of transcription of proinflammatory cytokines [48]. A pathway that was strongly (P = 2.27E-04) activated in the Fayoumi in response to LPS treatment was “Glucocorticoid Receptor Signalling”. Glucocorticoids are a class of corticosteroids that are highly conserved across all vertebrates [49], and are involved in reducing inflammation [50]. In a previous study on chickens, LPS increased serum levels of corticosterone [51], which is a major glucocorticoid in chickens and the plasma concentration used as a measure of stress [52]. Heat stress is known to increase corticosterone concentrations in broilers during heat stress [53], although we did not observe it as a top canonical pathway in either breed due to heat treatment. The IL-1RA and IL-1R2 were both upregulated in the current study in response to LPS, and both receptors are involved in the anti-inflammatory response [54]. Another top canonical pathway identified in Fayoumis in response to LPS was Granulocyte Adhesion and Diapedesis. During pathogen invasion, immune cells travel to the site of infection by expressing adhesion proteins and moving from circulation to the infected tissues. An important type of granulocyte in chicken are referred to as heterophils. One study demonstrated that chickens with a reduced (3 to 9 fold) heterophil number have reduced ability to control *Salmonella enteritidis* disease pathogenesis [55]. The ability to activate heterophils during inflammation is desirable. The broiler responded strongly to LPS treatment by inflammatory response. A top pathway in both breeds is Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis, which is a disease characterized by uncontrolled inflammation, and we observed upregulation of genes such as IL-1beta, IL-6, and IL-22 which are pro-inflammatory cytokines. The IL-17 pathway was activated in response to LPS in the broiler, and this pathway is known to be activated by NFkB which was upregulated in the current study [56]. The broilers may be increasing inflammation during challenge with LPS potentially leading to uncontrolled inflammatory response.

#### LPS+heat

During stimulation with LPS+heat, several shared pathways were identified between broiler and Fayoumi, such as “Hepatic Fibrosis/Hepatic Stellate Cell Activation” and “Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis”. The latter pathway was also identified in both breeds with LPS as the only stimulus, illustrating the important role of inflammatory response pathways to LPS under both thermoneutral and hot temperatures. The pathway related to hepatic function was not identified in either single stimulus. During periods of heat stress in chickens, the liver is sensitive to oxidative damage [57], and the liver is also a known site for bacterial pathogenesis [58]. It may be that the double stressor of heat and LPS is causing fibrosis in the spleen which can be detected in transcriptome changes. After LPS+heat in the Fayoumi, the Aryl Hydrocarbon Receptor Signalling pathway was effected, which is important for immunological responses and inhibiting inflammation [59]. This is thought to occur through upregulation of IL-22 [60]. Most of the Fayoumi’s DEG in response to LPS+heat were downregulated. 

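Of the 897 DEG of Fayoumis for LPS+heat (4 F_HS_LPS and 4 F_TN_PBS birds), 483 were downregulated, and the upregulated share of 46.2% had a 95% Wilson interval from 42.9% to 49.4%. Among the 4138 genes with an FDR of at most 0.05, 2098 were downregulated and 2040 upregulated. The share depended on the birds and on depth. It ran from 40.8% upregulated without F_HS_LPS replicate 1 to 50.5% without F_TN_PBS replicate 2, and was 50.3% with all libraries thinned to 3275211 counts. From the direction of its DEG, the paper concludes that the Fayoumi response to LPS+heat was mostly downregulation.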

The broiler showed the effected pathway “LPS/IL-1 Mediated Inhibition of RXR Function” which is thought to lead to impaired metabolism [61], potentially a mechanism to reduce body heat generation.

## Conclusions

This is the first report of the spleen transcriptomic response in unique chicken line to heat stress, LPS, and the double stimulation. Heat and LPS treatment increased body temperature to the same amount, and the double stimulation synergistically increased body temperature. However, blood chemistry components revealed distinct physiological responses to heat and LPS. Furthermore, LPS+heat resulted in a similar blood chemistry response to LPS alone. The Fayoumi had more DEGs in response to heat and LPS+heat than the broiler and the broiler responded with more DEG with LPS. 

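Side by side, Fayoumis and broilers had 1 and 1 DEG for heat, 897 and 346 for LPS+heat, and 564 and 1 for LPS, with 4 birds per group. Without B_TN_LPS replicate 2, broilers had 679 DEG for LPS, more than the 564 of Fayoumis. The difference between the breeds in LFC, tested as an interaction, passed an FDR of 0.05 for 1 of 11187 genes for heat, 47 of 11185 for LPS+heat (24 with a higher LFC in Fayoumis and 23 with a lower) and 0 of 11226 for LPS. For LPS+heat this number was the least steady. It ran from 2 to 297 with each of the 16 birds left out, and reached 620 with DESeq2, which gave 82 for heat and 28 for LPS. With all 32 birds in one fit, there were 10 for LPS+heat, 0 for heat and 0 for LPS. The range of bird numbers as a block gave 390 for LPS+heat, 1 for heat and 0 for LPS. The paper reports more DEG in the Fayoumi for heat and for LPS+heat, and more in the broiler for LPS.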

For the first time a thorough investigation into the transcriptomic response to heat stress and immune stimulation has been reported in chickens. A strength of the study included the unique genetic lines (Fayoumi and broiler) to compare responses to the dual stressor (heat stress and LPS). The genes and pathways identified in the study may serve as candidate genes for further investigation into the ability to breed simultaneously for both disease and heat resistance in chickens. Of particular interest are the suggested roles of acute phase proteins, granulocytes and macrophages in modulating the response of birds to stressors.

## Supporting information

S1 Table Primers used for validation of RNA-seq results. 

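Fluidigm assays measure the amount of a transcript by quantitative PCR in many small chambers at once. The table gives, for each assayed gene, the pair of primers that mark the start and the end of the stretch of cDNA that is copied, written from their 5' to their 3' ends. The genes include the housekeeping genes, whose amounts serve as the reference for the others. The PCR values are not in the files analysed here.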

Forward and reverse primer sequences used with Fluidigm to validate RNA-sequencing results.
(XLSX) Click here for additional data file.

S1 Fig Experimental Design. The experimental timeline, chicken breeds, and experimental groups (N = 4/group) are displayed.
(PDF) Click here for additional data file.

S2 Fig Principal Component Analysis for RNA-seq Data. A PCA plot based on correlation from expression data. 

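The same kind of analysis was run on raw counts without normalization for library size, for 14973 genes with at least 1 count, each gene scaled. The first component held 38.6% of the variance. Breed accounted for 9.84% of the variance of its scores and LPS for 0.30%, and 9 of 16 Fayoumis and 6 of 16 broilers lay above 0. The second held 14.0%, with 57.5% of the variance of its scores tied to LPS and 14 of 16 LPS birds above 0. Breed accounted for 30.7% of the variance of the scores of the third, which held 5.63%. With TMM-normalized log2 CPM, LPS was tied to the first component, with 27.5% of the variance, and breed to component 3, with 8.04%. From the plot, the paper concludes that breed and LPS stimulation account for most of the variation in expression.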

Breed (principle component 1) and LPS stimulation (principle component 2 identifiers colored in blue) largely explain the variation in expression data. Data points are presented according to experimental group with the following identifiers: Fayoumi, TN, PBS as closed circles; Fayoumi, HS, PBS as closed squares; Fayoumi, TN, LPS as closed triangles; Fayoumi, HS, LPS as closed diamonds; Broiler, TN, PBS as empty circles; B, HS, PBS as empty squares; Broiler, TN, LPS as empty triangles; Broiler, HS, LPS as empty diamonds.
(PDF) Click here for additional data file.

# Supplementary material for: Unique genetic responses revealed in RNA-seq of the spleen of chickens stimulated with lipopolysaccharide and short-term heat
**Source:** PLoS One. 2017 Feb 6;12(2):e0171414. doi: 10.1371/journal.pone.0171414
**Supplement:** S1 Fig — The experimental timeline, chicken breeds, and experimental groups (N = 4/group) are displayed.

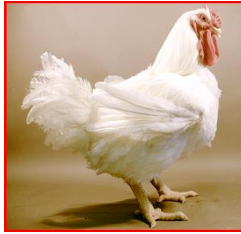

**Broiler (n=16)**

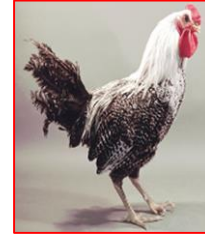

**Fayoumi (n=16)**

**N=32**

**22 days of  
age**

**3.5 hours  
post heat**

**3.5 hours  
post LPS**

Heated  
35°C

Thermoneutral  
25°C

Heated  
35°C

Thermoneutral  
25°C

LPS

PBS

LPS

PBS

LPS

PBS

LPS

PBS

Br\_HS\_LPS  
(n=4)

Br\_HS\_PBS  
(n=4)

Br\_TN\_LPS  
(n=4)

Br\_TN\_PBS  
(n=4)

F\_HS\_LPS  
(n=4)

F\_HS\_PBS  
(n=4)

F\_TN\_LPS  
(n=4)

F\_TN\_PBS  
(n=4)

How the deposited data were processed for this re-analysis (not part of the article)

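Gene expression was measured by RNA-seq in the spleens of 32 chickens, 4 in each of 8 groups that combine breed (broiler or Fayoumi), temperature (25 °C, or 35 °C for 7 hours) and injection (PBS, or LPS at 100 µg per kg of body weight 3.5 hours before the spleen was collected). The authors trimmed the reads with FASTX Clipper, aligned them with Tophat to the Gallus gallus 4.0 genome with Ensembl annotation, and counted the reads on each gene with HTSeq. The authors deposited these raw counts, 1 file per bird, for 17108 genes, without normalization and with HTSeq's summary rows for reads that were not counted on a gene. Nothing before the counts was repeated, since reads and alignments are not in the files analysed here. Birds were assigned to groups by the deposited titles. For 2 birds the breed label contradicts the title, and the breed labels were tried as an alternative.

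Reads counted on genes ranged from 3275211 to 14910584 per bird, with a median of 7904856. A value of 3 counts, taken as the smallest that can be told from 0, corresponds to between 0.20 and 0.92 CPM. Shares of DEG are given with 95% Wilson intervals, which treat genes as independent. Pairs of birds within each group were compared for libraries sequenced more than once. The smallest chi-square per degree of freedom between counts of genes with at least 10 counts in sum was 20.7, far above sampling noise, so all 32 birds were kept as separate.

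Analyses were run in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. In each of the 6 contrasts, a treated group of 4 birds was compared with the 4 TN_PBS birds of its breed. Genes were filtered with edgeR's filterByExpr at its default settings, counts were normalized by TMM, and the quasi-likelihood test (glmQLFit and glmQLFTest) was applied with a prior count of 0.125 for log2 fold changes. P-values were adjusted by the Benjamini-Hochberg method. DEG had an adjusted p of at most 0.05 and an absolute log2 fold change of at least 2. Standard errors of log2 fold changes were derived as the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. For genes with no counts in a group, the log2 fold change depends on the prior count, which these standard errors do not reflect. Means and SD of single genes are of CPM with TMM normalization within the contrast. Differences between breeds in the response to a treatment, and between temperatures in the response to LPS, were tested as interaction contrasts on the 16 birds concerned.

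Overlaps of DEG lists were counted, with the overlap expected by chance from the lengths of the lists among the genes tested in both. Expressed genes were those with at least 1 CPM, in place of the paper's cutoff in FPKM, because the files give no gene lengths. Principal components were computed from log2 CPM (TMM, prior count 2) of the genes passing filterByExpr in all 32 birds, each gene scaled. For LPS and for breed, the component among the first 5 whose scores the factor explained best was reported. Its permutation test used 100000 permutations of the labels and took the best of the 5 components in every permutation.

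Genes named in the text follow a rule. In each contrast, they are the 5 DEG with the largest absolute log2 fold change among those with an average of at least 1 CPM over the 8 birds and with every treated bird above, or every one below, every control bird. The rule also asked for a gene symbol, a condition that was dropped because the files hold identifiers only. For the same reason the genes that the paper names, and sets of heat shock genes and of acute phase and coagulation genes, could not be matched to the files, and the planned comparisons of these sets were left out.

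The alternatives were DESeq2's size factors in edgeR (RLE), DESeq2's own test, no filter on low counts, edgeR's exact test with no filter and a prior count of 0, all 32 birds in one fit, the replicate number as an additive block (replicate block), the range of bird numbers as a block, counts thinned to 3275211 per bird, the breed labels in place of the titles, and each bird left out in turn. Principal components were also computed from raw counts, without scaling and without a filter, and expressed genes were also counted at 1 and at 10 counts. For every count of genes, the same 8 birds were also split in all 35 ways into groups of 4. For interactions, 100 regroupings were used, the real one included.

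The methods were tested on simulated data, drawn from the means and dispersions of the F_TN_PBS birds with 200 genes changed 8-fold. The changed genes were taken among well expressed ones, and every simulated treated bird carried the change. Recovery was not simulated for weakly expressed genes or for a group with a bird that does not respond. The quasi-likelihood test recovered 198 of the 200 as DEG with 5 false calls, the exact test 200 with 20, and DESeq2 198 with 8. For the interaction, 199 of 200 were recovered, with 14 false calls. No covariates were used in the main fits, since hatch, lane and sex of the birds are not in the labels.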

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

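Birds were compared within each group of 4, for 9 measures per bird and for the CPM of the named genes. A bird was flagged when its gap to the nearest other bird, divided by the range of the group, was above the 95% critical value of Dixon's test for 4 values. Of the 108 groups of values, 12 were flagged, 8 of 72 for the measures per bird and 4 of 36 for the genes. By chance, about 1 group in 20 is flagged, 5.4 of 108, and several of the measures describe the same bird and are not independent. A group that falls into 2 pairs cannot be flagged this way. In F_TN_LPS, replicates 1 and 2 scored 17.96 and 18.99 on the first principal component, and replicates 3 and 4 scored 80.79 and 61.25. Only replicates 3 and 4 belong to the second range of bird numbers. No explanation was tested for this split.

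B_TN_LPS replicate 2 was flagged in 3 measures. Its score on the first principal component was -52.34, against 58.06 to 73.51 in the other 3 birds of the group. It had 11161 genes with at least 1 CPM, against 10286 to 10388. Its LPS score was 16.1, against 120.9 to 127. The LPS score averages the 200 genes that changed most clearly with LPS in the other breed, and is 0 at the median of the PBS birds and 100 at the median of the LPS birds of the bird's own breed. The other PBS broilers scored between -7.1 and 8.9, and the other LPS broilers between 93.2 and 127. In a test with redrawn counts, a mixture of equal parts of a PBS and an LPS broiler scored 60.9, a pure PBS broiler 2.06 and a pure LPS broiler 98.1.

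Several explanations were weighed for this bird, with predictions written after its position had been seen, apart from the test with thinned counts. If the injection was mislabelled, the score should lie within the PBS range. At 16.1 it lay just above that range and far below the LPS range, which leaves the question open. A mixed sample should lie between the ranges, and 16.1 does. An exchange with a Fayoumi was not seen, since a breed score built in the same way (0 for broilers, 100 for Fayoumis) was 5.1. The bird's library of 9009775 counts was not the smallest of its group, and with all birds thinned to 3275211 counts its LPS score was 14.6. Its 10 most counted genes took 6.8998% of the counts, less than in the other birds of the group. The nearest other LPS broiler in its range of bird numbers scored 93.2. A mislabelled or failed injection, a mixture and a weak response may each explain the bird, and the data cannot tell them apart. The design gives its 3 group mates the same treatment, so no biological explanation was tested.

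F_HS_PBS replicate 2 had a score of 70.91 on the first component, against -56.59 to -42.62 in the other 3 birds of its group. Its LPS score was 103.5, within the range of the LPS Fayoumis (78.6 to 111.4) and outside that of the other PBS Fayoumis (-15.1 to 8.6), as a mislabelled injection would predict. A mixed sample was not seen at 103.5, because a mixture should lie between the ranges. The breed score was 103.2, that of a Fayoumi. Its library of 5922416 counts was the smallest of its group, as an effect of library size would predict. With all birds thinned to 3275211 counts, a test added after that result, its LPS score stayed at 103.5. The 10 most counted genes took 8.9691% of the counts, not the largest share of its group. The nearest other PBS Fayoumi in its range of bird numbers scored -4.7. A bird given LPS or labelled with the wrong injection is a candidate explanation that remains, and so is an immune response from a cause outside the experiment, which was not tested. The other heated PBS Fayoumis had the same treatment and did not show this profile. Apart from the thinned counts, these predictions were written after the bird's position had been seen. Both birds were kept in all main fits.

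Among library measures, 24.75% of the rows of B_TN_PBS replicate 1 were reads without a unique alignment, against 4.09% to 7.27% in the other birds of the group. Of its uniquely aligned reads, 77.732% lay on genes, against 83.5% to 84.7%. The same measure was 76.727% in B_HS_LPS replicate 1, against 81.4% to 81.8%. B_HS_LPS replicate 3 had 10479 genes with at least 1 CPM, against 10670 to 10698. No explanation was tested for these 4 values, and the design gives no biological one. B_TN_PBS replicate 1 is also a bird whose breed label contradicts its title. If its title were wrong, its breed score should be past 50, and it was -10.3. For F_HS_PBS replicate 3, the other bird with such a conflict, it was 89.5. The other broilers scored between -9.6 and 14.4 and the other Fayoumis between 86.6 and 106.4, so both birds lay on the side of their titles. These predictions were written after the breed scores of the birds had been seen.

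For named genes, the CPM of ENSGALG00000009056 was 10.44 in B_TN_PBS replicate 1, against 11.45 to 11.54 in the other 3 birds. ENSGALG00000005616 had 0.12 CPM in F_TN_PBS replicate 3, ENSGALG00000023818 had 2.49 CPM in B_TN_PBS replicate 2, and ENSGALG00000028284 had 0.2 CPM in B_TN_PBS replicate 1, each with no counts in the other 3 birds of the group. A gene with no counts in all but 1 bird is always flagged, and the values of 0.12 and 0.2 CPM are below what 3 counts give in those birds. No explanation was tested for them.

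The response to heat differed between the breeds for 1 gene of 11187 at an FDR of 0.05. The difference of the log2 fold changes of ENSGALG00000028601, Fayoumi minus broiler, was -5.0667 (standard error 0.36, adjusted p = 4.5e-06 in edgeR). Of 100 regroupings of the birds, the real one included, 12 gave at least 1 gene. For LPS+heat, 47 of 11185 genes differed, 24 with a higher and 23 with a lower log2 fold change in Fayoumis, and 4 of 100 regroupings gave as many. ENSGALG00000028601 was among them, with a difference of -5.7952 (standard error 1.08, adjusted p = 0.029). The regroupings exchange treated and control birds within each breed, so they can carry the treatment effect itself. The number of genes for LPS+heat ran from 2 to 297 with each bird left out, and was 390 with the range of bird numbers as a block.

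ENSGALG00000028601 was low in 9 birds (0 to 3.05 CPM) and high in 23 (27.7 to 44.0 CPM), with no values between. All 4 B_TN_PBS birds were low, and low birds also occurred in B_TN_LPS, F_TN_LPS and F_HS_LPS. If the sex of the birds made the difference, at least 5 other genes should follow the same birds with an absolute Pearson r of at least 0.9, a prediction written before the count was known. There were 0, and the highest absolute r was 0.703. The pattern may come from a difference between individual birds that happened to coincide with the B_TN_PBS group, a hypothesis that the files give no genotype to test. Until it is tested, the difference between breeds for this gene cannot be told apart from it. Among the highly inbred Fayoumis, the F_TN_LPS birds had 1.5, 0.8, 38.4 and 33 CPM. This argues against an inherited difference as the cause within Fayoumis, and leaves it open for broilers.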

How the results depend on the processing

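The main tests, the alternatives given here and the rule for named genes were set before the processed files arrived. The fits within ranges of bird numbers, the LPS and breed scores, the relations of components to library measures and the full table of components of the raw counts were chosen after seeing the data. Of 33 headline results, 11 stayed within the limits set for a change under every alternative. They are the numbers of DEG and of genes with an FDR of at most 0.05 for LPS and for LPS+heat in Fayoumis, the shared DEG for LPS+heat, the DEG shared by all 3 treatments in broilers, the permutation tests that tie a component to LPS and to breed, and the upregulated shares for LPS in broilers and for heat in both breeds. The components themselves changed. LPS was tied to component 2 on raw counts, and breed to component 2 without scaling and to component 4 with the breed labels. The upregulated shares come from 1 DEG each, so their limits are wide. With a bird left out, they fell as low as 61.9% for broiler LPS and 50% for heat. DESeq2's size factors in edgeR and the absence of a filter moved none of the headline results computed with them past its limits. The size factors were not applied to the interactions or to the components. Of 255 headline rows apart from those that left out a bird, 56 moved. Of 298 rows for named genes, 4 became weaker and none reversed. A further 7 rows, for genes with no counts in a group, have no finite log2 fold change under the exact test with a prior count of 0 and are left out.

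With DESeq2, broiler LPS had 283 DEG and 886 genes with an FDR of at most 0.05, broiler heat 3 and 7, Fayoumi heat 11 and 33, and broiler LPS+heat 2000 genes at that FDR. Shared DEG were 186 for LPS and 1 for heat between breeds, 1 for LPS and heat only in each breed, and 5 for all 3 treatments in Fayoumis. Genes with a breed by treatment interaction numbered 28 for LPS, 82 for heat and 620 for LPS+heat, and with an LPS by heat interaction 7 in broilers and 20 in Fayoumis. DESeq2 does not carry the uncertainty of each gene's dispersion into its test as the quasi-likelihood test does, which may explain larger counts with 4 birds per group.

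With edgeR's exact test, no filter and a prior count of 0, broiler LPS had 340 DEG and 661 genes with an FDR of at most 0.05, broiler heat 7 and 11, Fayoumi heat 13 and 19, and broiler LPS+heat 543 DEG. Shared DEG for LPS were 231, and in Fayoumis 4 were shared by LPS and heat only and 3 by all 3 treatments. The upregulated share for Fayoumi LPS was 56.9%. This alternative adds genes with few counts, whose fold changes become very large when a group has none.

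With all 32 birds in one fit, broiler LPS had 323 DEG and 1086 genes with an FDR of at most 0.05. For heat, both breeds had 0 of either. Shared DEG for LPS were 211, DEG shared by all 3 treatments in Fayoumis 0, and genes with a breed by treatment interaction 0 for heat and 10 for LPS+heat. A joint fit gives every gene a single dispersion over the 8 groups. A gene that varies in other groups, such as ENSGALG00000028601 (adjusted p 0.72 for broiler heat), then loses weight, and variation confined to B_TN_LPS may count less in the broiler LPS contrast, which would be in line with 323 DEG.

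With the replicate block, broiler LPS had 2 DEG and 2 genes with an FDR of at most 0.05, and heat 0 and 0 in both breeds. Broiler LPS+heat had 737 genes at that FDR, 1 DEG was shared for LPS, and 0 were shared by all 3 treatments in Fayoumis. The block takes 3 of the degrees of freedom of 8 birds, which may explain the loss of the 1-gene results. The adjusted p was 0.13 for ENSGALG00000028601 in broiler heat and 0.21 for ENSGALG00000026891 in Fayoumi heat. With the range of bird numbers as a block, the upregulated share for Fayoumi LPS was 53.8% and the breed by treatment interaction for LPS+heat 390 genes. With thinned counts, the upregulated share for Fayoumi LPS+heat was 50.3% (360 upregulated and 355 downregulated), so the excess of downregulated DEG depends on depth. With breeds taken from the breed labels, broiler heat had 3 DEG and 4 genes with an FDR of at most 0.05, Fayoumi heat 2 and 2, and 1 DEG was shared by LPS and heat only in Fayoumis. With a cutoff of 1 count, 12382 genes per bird were expressed.

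Across the fits that each left out 1 bird, 58 of 336 headline rows moved. Broiler LPS had from 1 to 679 DEG and from 1 to 2284 genes with an FDR of at most 0.05, both highest without B_TN_LPS replicate 2, and shared DEG for LPS ran from 0 to 321. For heat, broilers had 1 to 3 DEG and 2 to 5 genes at that FDR, Fayoumis 1 to 4 of each, and 0 to 1 DEG was shared. Broiler LPS+heat had 710 to 1158 genes at that FDR. Upregulated shares ran from 54.7% to 64.2% for Fayoumi LPS, 62.0% to 76.9% for broiler LPS+heat and 40.8% to 50.5% for Fayoumi LPS+heat. In Fayoumis, 0 to 2 DEG were shared by LPS and heat only and 1 to 2 by all 3 treatments. Interaction genes ran from 0 to 1 for breed and LPS, 1 to 3 for breed and heat, 2 to 297 for breed and LPS+heat, 0 to 4 for LPS and heat in broilers and 0 to 1 in Fayoumis.

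Depth limits the numbers of DEG. Thinning to the smallest library lowered them from 564 to 456 for Fayoumi LPS, from 346 to 286 for broiler LPS+heat and from 897 to 715 for Fayoumi LPS+heat, while the contrasts with 1 DEG kept it. Values below 0.20 to 0.92 CPM, depending on the bird, rest on fewer than 3 counts and were taken as not distinguishable from 0. The upregulated shares for heat have no value under the replicate block or the fit of all 32 birds, where no DEG remained. The planned comparisons of heat shock genes and of acute phase and coagulation genes, with all their alternatives, were not run, because the files hold no gene names.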

Differences from the paper's values

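Of 60 values of the paper that were also computed here, 31 lay within the limits set and 29 differed. A value was taken to differ when the ratio of the larger to the smaller was above 1.5. Many of the 31 values describe the libraries. They include all numbers of expressed genes and all percentages of uniquely aligned reads on genes, for which this ratio is a loose limit. In every group this percentage was below the paper's, for example 82.0% against 89.3% in F_TN_PBS. The 31 values are therefore no measure of how many results on DEG were alike. For LPS in broilers, the paper's number of DEG is 283 and the number here was 1. Among the alternatives set before the files arrived, DESeq2 gave 283, the exact test without a filter 340 and all 32 birds in one fit 323. The 283 of DESeq2 consist of 270 upregulated and 13 downregulated genes. The paper's number of downregulated DEG is 25, against 0 here, and no alternative came within the limits of it. For genes with an FDR of at most 0.05 in this contrast, the paper's number is 346, against 1 here, and none of the alternatives closed the gap.

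For LPS in Fayoumis, the paper gives 85 DEG and the same number, 85, of genes with an FDR of at most 0.05. Here there were 564 and 3098. For heat in broilers, the paper gives 22 DEG, 15 upregulated and 7 downregulated, and 25 genes at that FDR, against 1 DEG, 1 and 0, and 2 genes here. For heat in Fayoumis, the paper gives 107 DEG, 79 upregulated and 28 downregulated, and 116 genes at that FDR, against 1 DEG, 1 and 0, and 1 gene. No alternative brought any of these values within the limits.

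For LPS+heat in broilers, the paper's number of DEG is 567, against 346 here. DESeq2 (398), no filter (385), the exact test without a filter (543), all 32 birds in one fit (399) and the fit without B_HS_LPS replicate 2 (440) came within the limits. For downregulated DEG, 239 in the paper and 110 here, the exact test (188) and the fit without B_HS_LPS replicate 2 (167) did. For LPS+heat in Fayoumis, the paper's number is 1471, against 897 here. No filter (1148), the exact test (1258), all 32 birds in one fit (995) and the fits without F_HS_LPS replicate 1 (1077) and replicate 3 (985) came within the limits. For the downregulated DEG, 972 in the paper and 483 here, only the exact test did, with 709.

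Between breeds, the paper gives 61 shared DEG for LPS, 72% of the shorter list, against 0 and 0% here. No alternative reached the number. The share was within the limits with DESeq2 (65.7%), the exact test (67.9%), all 32 birds in one fit (65.3%) and without B_TN_LPS replicate 2 (56.9%). It was also within them with the replicate block and without B_TN_LPS replicate 3, but these shares of 50% are 1 of 2 genes each. For heat, the paper gives 7 shared DEG, 32% of the shorter list, against 0 and 0%. DESeq2 came within the limits of the share (33.3%, 1 of 3 genes), and no alternative reached the number. For LPS+heat, the paper's 399 shared DEG stand against 251. DESeq2 (276), no filter (274), the exact test (368), the range of bird numbers as a block (269) and the fits without B_HS_LPS replicate 2 (304) and F_HS_LPS replicate 3 (268) came within the limits.

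Within breeds, the paper gives 31 DEG shared by all 3 treatments in Fayoumis and 5 in broilers, against 1 and 0 here, and 7 shared by LPS and heat only in broilers, against 0. None of the alternatives closed these gaps.

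For the principal components, the paper gives 16% of the variance for the component tied to LPS, against 27.5% here. Raw counts (14.0%) and no filter (22.9%) came within the limits. For the component tied to breed, the paper gives 44%, against 8.04% here, and none of the alternatives set before the files arrived closed the gap. The first component of the raw counts held 38.6% of the variance, within the limits of the paper's 44%. It was looked at only after the values had been seen, and breed accounted for 9.84% of the variance of its scores.

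The paper's average of mapped reads per library is 20568587 in F_HS_LPS and 13239563 in B_HS_PBS. The rows of the files, which include reads without a unique alignment, summed to 11503124.2 (SD 6240084.6, n = 4) and 8648658.5 (SD 3174769.7, n = 4) on average. In every other group the sum was also below the paper's average, though within the limits. In F_TN_PBS, for example, it was 11817001.2 against 17480166. The paper's average of mapped reads in F_HS_LPS is above its own average of reads after filtering. No alternative applies to these sums.

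Some rankings and directions also differ. The paper finds more DEG for LPS in broilers than in Fayoumis, and here the numbers were 1 and 564. Without B_TN_LPS replicate 2 there were 679 in broilers, which gives the paper's order, and under every other alternative Fayoumis had more. The paper finds more DEG for heat in Fayoumis than in broilers, and here both had 1. DESeq2 (11 in Fayoumis and 3 in broilers) and the exact test (13 and 7) gave the paper's order. The breed labels gave the opposite order (2 and 3), and the other alternatives with all birds gave equal numbers. With a bird left out, Fayoumis had 1 to 4 and broilers 1 to 3. For LPS+heat in Fayoumis, the paper describes far more DEG down than up, and here 483 were down and 414 up. The text of the paper ties its first component to LPS and its second to breed, and a legend names them in the opposite order. Here LPS was tied to component 1 and breed to component 3.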

Other observations

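For every number of DEG, the same 8 birds were also split in all 35 ways into groups of 4, with the fit repeated for each split, and the predictions were written after the numbers had been seen. The real split gave the most DEG and the most genes with an FDR of at most 0.05 for Fayoumi LPS (564 and 3098), broiler LPS+heat (346 and 1253) and Fayoumi LPS+heat (897 and 4138), so that in each of these 6 results only 1 of the 35 splits, the real one, gave as many. For broiler LPS, 10 of the 35 splits gave at least the 1 DEG of the real split, and 10 gave as many genes at that FDR, with up to 110 and 243. The split with 110 DEG set B_TN_LPS replicates 1, 3 and 4 and B_TN_PBS replicate 1 against the rest. For Fayoumi heat, 7 of the 35 splits gave as many DEG and 9 as many genes at that FDR.

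For broiler heat, 7 of the 35 splits gave at least the 1 DEG of the real split and 3 at least its 2 genes with an FDR of at most 0.05. The split that follows the ranges of bird numbers gave 50 DEG and 333 genes, more than the real split, so by the number of genes in a split alone, a batch tied to the ranges and the response to heat cannot be told apart. For Fayoumi heat, the split by range gave 0 DEG but 2 genes with an FDR of at most 0.05, against 1 in the real split, and the same holds there for genes at this FDR. In both contrasts, however, each range holds 2 heated and 2 control birds, so a fit with the range as a block separates the range from the treatment. In that fit broiler heat had 1 DEG and 2 genes with an FDR of at most 0.05 (ENSGALG00000028601, adjusted p 0.00077), and Fayoumi heat 1 and 1, the same numbers as in the main test. Splits by range gave 0 DEG for broiler LPS and 1 for broiler LPS+heat. For Fayoumi LPS and LPS+heat the ranges do not divide the birds evenly, and no such split exists.

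Interactions that found no gene are matched by every regrouping. For breed and LPS, the number was 0 of 11226 genes, and all 100 of 100 regroupings gave at least 0. Whether the response to LPS+heat differed from the sum of the single responses was tested as an LPS by heat interaction, and 0 of 11123 genes passed an FDR of 0.05 in broilers and 0 of 11256 in Fayoumis, with 100 of 100 regroupings as large in each. Regroupings can carry the treatment effect itself.

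The log2 fold changes of heated Fayoumis resembled those of LPS in broilers, with a Pearson r of 0.548 and a Spearman rho of 0.454 across 10355 genes, which are not independent replicates. A candidate explanation is the LPS-like profile of F_HS_PBS replicate 2. It predicted, before the values were computed, an r near 0 without that bird and a positive r without any other heated bird. Without replicate 2 the r was 0.03149, and without replicates 1, 3 and 4 it was 0.575, 0.517 and 0.604. The resemblance may therefore rest on this bird. In heated broilers, the r with the Fayoumi LPS response was -0.161. A general stress response shared by heat and LPS would be expected in the other 3 heated Fayoumis too, where the r was near 0.

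ENSGALG00000009056, the only DEG of broiler LPS, was low in 20 birds (10.5 to 24.2 CPM) and high in 12 (57.3 to 95.2 CPM). High birds occurred in all groups except B_TN_PBS, and all 4 B_TN_LPS birds were high, including replicate 2 with 81.6 CPM. If sex were the cause, at least 5 other genes should follow the same birds with an absolute r of at least 0.9, as predicted before the count was known. The number was 0, and the highest absolute r was 0.733. Outside broilers at 25 °C, high and low birds were mixed in both injections, for example 2 high and 2 low birds in F_TN_PBS. A difference between individual birds rather than LPS may explain the gene's rise, a hypothesis without a genotype to test it. Fayoumis are highly inbred, yet the F_TN_PBS birds had 78.9, 82.5, 16.2 and 12.3 CPM. This argues against an inherited difference as the cause within Fayoumis, and leaves it open for broilers. ENSGALG00000026891, the only DEG of Fayoumi heat, differed from ENSGALG00000009056. It had 14.9 to 17.7 CPM in F_TN_PBS, 70.0 to 102.2 in F_HS_PBS, 99.7 to 528.8 in F_TN_LPS and 378.3 to 509.3 in F_HS_LPS, with TMM normalization over all 32 birds.

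The second principal component, of which the range of bird numbers accounted for 48.7% of the variance, rose with the percentage of reads without a unique alignment. Pearson's r was 0.806 and Spearman's rho 0.852 over 32 birds (permutation p = 1e-05 for each, the smallest the permutations can give, and 3e-05 after Benjamini-Hochberg adjustment over 6 relations). Without the 2 birds farthest from the median of the percentage, r was 0.776. Within the ranges, r was 0.63601 (permutation p = 0.0072, 16 birds) and 0.694 (p = 0.0057 by permutation, 15 birds). The relation, noticed after the component had been seen, is consistent with a difference between libraries, such as in how they were prepared or sequenced. Lanes and hatches are not labelled, so a hatch effect on the birds themselves cannot be told apart from it. Over all 32 birds, the first component had an r of 0.079 with this percentage and 0.029 with reads on genes (adjusted p 0.81 and 0.88), and the second an r of -0.257 with reads on genes (adjusted p 0.24). Within the first and second range, these r were 0.264 and -0.060 (permutation p 0.45 and 0.84), -0.608 and 0.501 (p 0.015 and 0.058), and -0.040 and -0.500 (p 0.88 and 0.057), without adjustment. For the first component and reads on genes the signs are opposite, so the pooled r does not show that a relation is absent. For the second component and reads on genes, r was -0.549 in broilers and 0.386 in Fayoumis.

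The first component of the raw counts, which held 38.6% of the variance, followed the reads counted on genes per bird. Pearson's r was 0.91907 and Spearman's rho 0.916 (permutation p = 1e-05 for each, the smallest the permutations can give, adjusted 3e-05), 0.907 without the 2 birds farthest from the median, 0.925 and 0.955 within the ranges of bird numbers, and 0.944 in broilers and 0.898 in Fayoumis. An r of at least 0.9 was predicted, before it was computed, if library size made this component. Breed accounted for 9.84% of its scores. The result suggests that library size, rather than breed, accounts for most of this component. Its r with the percentage of reads without a unique alignment was -0.345 (adjusted p 0.11), -0.369 and -0.276 within the ranges, and -0.532 in broilers and 0.179 in Fayoumis. GC content, gene length and reads shared between paralogs could not be examined for any of these patterns, since the files hold no sequence or names.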
